# Establishment and maintenance of motor neuron identity via temporal modularity in terminal selector function

**DOI:** 10.7554/eLife.59464

**Published:** 2020-10-01

**Authors:** Yinan Li, Anthony Osuma, Edgar Correa, Munachiso A Okebalama, Pauline Dao, Olivia Gaylord, Jihad Aburas, Priota Islam, André EX Brown, Paschalis Kratsios

**Keywords:** transcription factors, neuronal identity, motor neurons, UNC-3/Ebf, UNC-30/Pitx, *C. elegans*

## Abstract

Terminal selectors are transcription factors (TFs) that establish during development and maintain throughout life post-mitotic neuronal identity. We previously showed that UNC-3/Ebf, the terminal selector of *C. elegans* cholinergic motor neurons (MNs), acts indirectly to prevent alternative neuronal identities (Feng et al., 2020). Here, we globally identify the direct targets of UNC-3. Unexpectedly, we find that the suite of UNC-3 targets in MNs is modified across different life stages, revealing ‘temporal modularity’ in terminal selector function. In all larval and adult stages examined, UNC-3 is required for continuous expression of various protein classes (e.g. receptors, transporters) critical for MN function. However, only in late larvae and adults, UNC-3 is required to maintain expression of MN-specific TFs. Minimal disruption of UNC-3’s temporal modularity via genome engineering affects locomotion. Another *C. elegans* terminal selector (UNC-30/Pitx) also exhibits temporal modularity, supporting the potential generality of this mechanism for the control of neuronal identity.

## Introduction

Nervous system development is a multi-step process that culminates in the generation of distinct neuron types necessary for animal behavior. Seminal studies in many model systems have begun to elucidate the molecular mechanisms that control the early steps of neuronal development, such as specification of neural progenitors and generation of post-mitotic neurons (Catela and Kratsios, 2019; Doe, 2017; Greig et al., 2013; Jessell, 2000; Lodato and Arlotta, 2015; Perry et al., 2017). However, our understanding of the final steps of neuronal development is very rudimentary. Once neurons become post-mitotic, how do they acquire their unique functional features, such as neurotransmitter synthesis, electrical activity and signaling properties? And, perhaps more importantly, how do neurons maintain such features throughout post-embryonic life?

Terminal selectors represent one class of transcription factors (TFs) with continuous expression – from development through adulthood – in specific neuron types (Hobert, 2008; Hobert, 2011; Hobert, 2016b; García-Bellido, 1975). A defining feature of terminal selectors is the ability to activate the expression of effector genes, whose protein products determine the terminally differentiated state, and thereby function, of a given neuron type. Such effector genes, herein referred to as ‘terminal identity genes’, are expressed continuously in specific neuron types and endow them with distinct functional and phenotypic properties. Examples include neurotransmitter (NT) biosynthesis components, NT receptors, ion channels, neuropeptides, and adhesion molecules (Hobert, 2008; Hobert, 2011; Hobert, 2016b). Numerous studies support the idea that terminal selectors establish during development and maintain throughout life neuronal identity (and function) by activating expression of terminal identity genes (Deneris and Hobert, 2014; Hobert, 2008; Hobert, 2016b; Hobert and Kratsios, 2019). Multiple cases of terminal selectors have been described thus far in worms, flies, chordates and mice (Deneris and Hobert, 2014; Hobert and Kratsios, 2019; Konstantinides et al., 2018), suggesting high conservation of this type of regulators. Importantly, human mutations in terminal selectors and their effector target genes have been linked to either developmental or degenerative conditions of the nervous system (Deneris and Hobert, 2014).

However, the molecular mechanisms through which terminal selectors establish and maintain neuronal identity are poorly understood, in part due to two major challenges. First, the majority of studies follow a candidate approach focused on a select subset of terminal identity genes (Flames and Hobert, 2009; Hobert, 2016a; Lopes et al., 2012). Hence, the extent of terminal identity features and breadth of biological processes controlled by terminal selectors remain largely unknown. Addressing this knowledge gap requires unbiased methods for the identification of terminal selector target genes, but such approaches have only been applied to a limited number of terminal selectors to date (Corbo et al., 2010; Housset et al., 2013; Kadkhodaei et al., 2013; Wyler et al., 2016; Yu et al., 2017). Second, the continuous expression of terminal selectors represents an additional challenge because it is not known whether their function - in a particular neuron type - remains the same, or changes at different life stages. This is partly due to the difficulty of tracking individual neurons in the complex vertebrate nervous system throughout embryonic and post-natal life. Hence, longitudinal studies in simple model organisms are needed to determine whether terminal selectors control an identical suite of target genes across different stages (e.g., embryo, adult), or whether the suite of targets can change over time. Addressing these two challenges may extend our knowledge of how terminal selectors control neuronal identity, as well as advance our understanding of how cellular identity is established and maintained.

This study focuses on UNC-3, the sole *C. elegans* ortholog of the Collier/Olf/Ebf (COE) family of TFs (Dubois and Vincent, 2001). UNC-3 acts as a terminal selector in cholinergic motor neurons (MNs) of the *C. elegans* ventral nerve cord (Kratsios et al., 2011). Importantly, mutations in EBF3, a human ortholog of UNC-3, cause a neurodevelopmental syndrome characterized by motor developmental delay (Blackburn et al., 2017; Chao et al., 2017; Harms et al., 2017; Sleven et al., 2017). A previous study proposed that UNC-3 controls cholinergic MN identity in *C. elegans* by activating directly the expression of various terminal identity genes (e.g., acetylcholine biosynthesis components, ion channels, NT receptors, neuropeptides), which were identified via a candidate approach (Kratsios et al., 2011). More recently, it was demonstrated that UNC-3 can also act indirectly to prevent the adoption of alternative neuronal identities (Feng et al., 2020). Lastly, animals lacking *unc-3* gene activity display severe locomotion defects (Brenner, 1974; Feng et al., 2020), suggesting UNC-3 may broadly control gene expression in cholinergic MNs. However, an unbiased identification of UNC-3 targets, as well as a longitudinal analysis of *unc-3* mutants are currently lacking.

Here, we employ chromatin immunoprecipitation followed by DNA sequencing (ChIP-Seq) and report the identification of ~3500 protein-coding genes as putative direct targets of UNC-3. Protein class ontology analysis suggests that UNC-3, besides terminal identity genes, also controls additional biological processes, such as neuronal metabolism and downstream gene regulatory networks comprised of numerous TFs and nucleic acid-binding proteins. These findings help obtain a comprehensive understanding of terminal selector function.

Through a longitudinal analysis of *unc-3* mutants at embryonic, larval and adult stages, we identified two groups of target genes with distinct temporal requirements for UNC-3 in cholinergic MNs. One group encodes multiple classes of proteins (e.g., receptors, secreted molecules, TFs) that require UNC-3 for both embryonic initiation and post-embryonic maintenance of their expression. Contrasting this stable mode of regulation over time, a second group of targets consists exclusively of TFs (*cfi-1/Arid3a, bnc-1/BNC1-2, mab-9/Tbx20, ceh-44/CUX1-2, nhr-40/nuclear hormone receptor*) that do not require UNC-3 for initiation, but depend on UNC-3 activity for maintenance. Hence, the suite of UNC-3 targets in cholinergic MNs is modified across different life stages, a phenomenon we term ‘temporal modularity’ in terminal selector function. To provide mechanistic insights, we focused on the second group of targets and identified a molecular mechanism for their *unc-3*-independent initiation that relies on Hox proteins. Importantly, preventing UNC-3’s ability to selectively maintain expression of a single TF (*cfi-1/Arid3a*) from the second target group led to locomotion defects, indicating minimal disruption of temporal modularity affects animal behavior. Lastly, we provide evidence for temporal modularity in the function of UNC-30/PITX, the terminal selector of GABAergic MN identity in *C. elegans* (Eastman et al., 1999; Jin et al., 1994). Because terminal selectors have been identified in both invertebrate and vertebrate nervous systems (Deneris and Hobert, 2014; Hobert and Kratsios, 2019), we hypothesize that temporal modularity in their function may be a general mechanism for the establishment and maintenance of neuronal identity.

## Results

### Identifying the global targets of UNC-3 via ChIP-Seq

To identify in an unbiased manner putative UNC-3 target genes, we employed chromatin immunoprecipitation followed by DNA sequencing (ChIP-Seq). We used a reporter strain with in-frame GFP sequences inserted immediately upstream of the stop codon of the endogenous *unc-3* gene (Figure 1A). Expression of UNC-3::GFP fusion protein was observed in the nucleus of 53 cholinergic MNs (SAB subtype = 3 neurons, DA = 9, DB = 7, VA = 12, VB = 11, AS = 11) and 19 other neurons known to express *unc-3* (Figure 1A), indicating that this reporter faithfully recapitulates the endogenous *unc-3* expression pattern (Pereira et al., 2015; Prasad et al., 1998). Insertion of GFP does not detectably alter the function of UNC-3 since expression of known UNC-3 targets (*cho-1/ChT, unc-17/VAChT, ace-2/AChE*) is unaffected in *unc-3::gfp* animals (Figure 1B). Unlike *unc-3* null mutants, *unc-3::gfp* animals do not display locomotion defects. We therefore performed ChIP-Seq on *unc-3::gfp* animals at larval stage 2 (L2) because all *unc-3* expressing neurons have been generated by this stage.

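ChIP-Seq recovers the DNA fragments to which a protein is cross-linked, here UNC-3 carrying GFP at its C-terminus and expressed from its endogenous locus, by immunoprecipitation with an antibody against GFP. Chromatin came from whole late L2 worms grown at 20°C, and a portion kept aside before the immunoprecipitation served as input. The values below come from 1 ChIP library, compared by the authors with 1 input library; there was no replicate, so none of them has an error from replicates and no test was run between samples. The wild-type control immunoprecipitation described in the methods was not analysed here. The authors mapped unique reads to the ce10 assembly with bowtie2, called peaks with MACS2, and deposited the list of peaks with the position, summit, fold enrichment, p-value and q-value of each. The list carries no read totals, but it holds the depth at each summit. The fold enrichment given by MACS2 is the number of fragments over the summit (the pileup) plus 1, divided by the number expected from the background plus 1, and its p-value is the Poisson probability of a higher pileup. Solving both for a whole-number pileup gave a solution for 6891 of the 6892 peaks, within 0.001 on the −log10 scale of the p-value. The pileup had a median of 43.5 fragments and ranged from 14 to 935. For 49.7% of the peaks (95% Wilson interval 48.5 to 50.9%, for counting error only) the expected background was the lowest in the list, 5.01 fragments, which is taken here as the genome-wide average. At that background no peak with fewer than 14 fragments, a fold enrichment of 2.50, was listed. Binding below the cutoff of the peak caller is not in the list, and its strength is not known from it. Allowing the background estimate to deviate by 2% rather than 0.5% raised the share at the genome-wide average to 53.2%. Positions below are those of ce10, counted from 1. Gene positions, promoters and sequence motifs on that assembly were not used here.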

**Figure 1.**
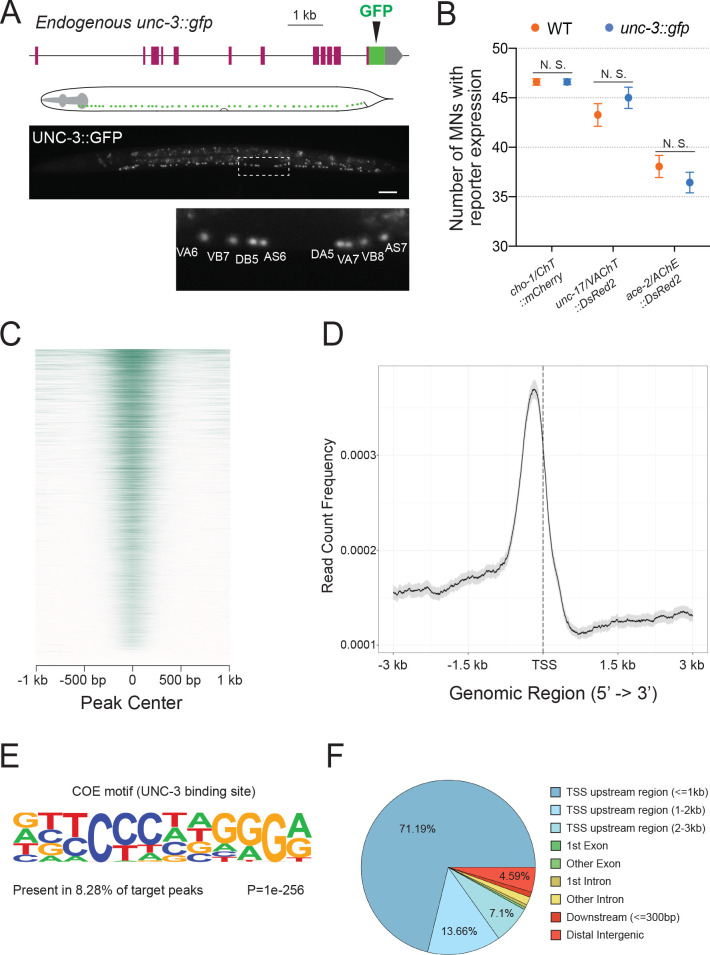
Mapping UNC-3 binding genome-wide with ChIP-Seq. (**A**) Diagram illustrating the endogenous reporter allele of UNC-3. GFP is inserted immediately upstream of *unc-3*’s stop codon. Below, a representative image at L2 stage showing expression of UNC-3::GFP fusion protein in cholinergic MN nuclei. Region highlighted in dashed box is enlarged. Scale bar, 20 μm. (**B**) Quantification of terminal identity gene markers that report expression of known UNC-3 targets (*cho-1/ChT, unc-17/VAChT, ace-2/AChE*) in WT and *ot839 [unc-3::gfp]* animals at the L4 stage (N = 15). N. S.: not significant. (**C**) Heatmap of UNC-3 ChIP-Seq signal around 1.0 kb of the center of the binding peak. (**D**) Summary plot of UNC-3 ChIP-Seq signal with a 95% confidence interval (gray area) around 3.0 kb of the TSS. The average signal peak is detected at ~200 bp upstream of the TSS. (**E**) de novo motif discovery analysis of 6,892 UNC-3 binding peaks identifies a 12 bp-long UNC-3 binding motif. (**F**) Pie chart summarizes genomic distribution of UNC-3 ChIP-Seq signal.

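The peaks on which the heatmap was centred had a median width of 524 bp, with quartiles of 404 bp and 695 bp. The narrowest were 291 bp wide, a width shared by 177 peaks, and 69 peaks were wider than 2000 bp. Stronger peaks were wider: the median was 784 bp in the 25% of the peaks with the highest fold enrichment and 348 bp in the 25% with the lowest. The summit, where the pileup was highest, lay a median of 26.5 bp from the centre of the interval. It fell within 50 bp of the centre, the window supplied to the motif search in the methods, at 73.1% of the peaks, and 95% of the summits were within 202 bp. On the nuclear chromosomes the peaks covered 4.22 Mb, which is 4.21% of the 100.2 Mb up to the last peak of each chromosome.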

**Figure 1—figure supplement 1.**
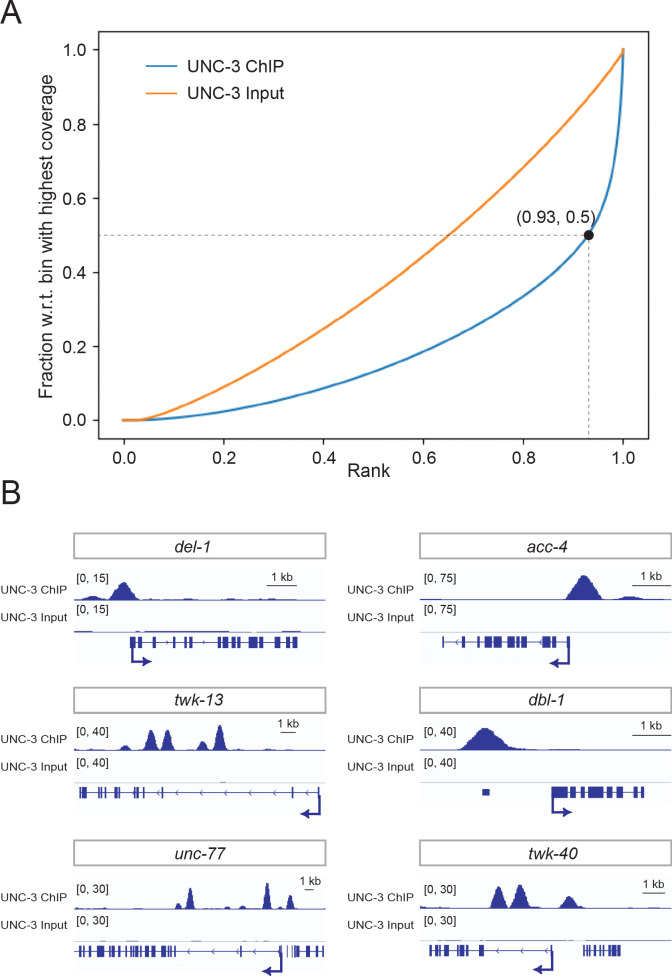
UNC-3 ChIP-Seq results yield genome-wide enrichment of UNC-3. (**A**) Fingerprint plot indicating localized, strong enrichment of UNC-3 in the genome. Specifically, when counting the reads contained in 93% of all genomic bins (data point 0.93, 0.5 on UNC-3 ChIP curve), only 50% of the maximum number of reads are reached, which indicates 7% of the genome contains half of total sequencing reads from the ChIP sample. (**B**) Snapshots of UNC-3 ChIP-Seq and input (negative control) signals at the *cis*-regulatory regions of known UNC-3 targets (*del-1, acc-4, twk-13, dbl-1, unc-77, twk-40*).

Our ChIP-Seq dataset revealed strong enrichment of UNC-3 binding in the genome by identifying a total of 6892 unique binding peaks (q-value cutoff: 0.05) (Figure 1C and Figure 1—figure supplement 1). 

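The list held 6892 intervals, all of them distinct and none overlapping another. All 6892 had a q-value at or below 0.05, the cutoff given in the results, and 6879 had one at or below 0.005, the cutoff given in the methods. The largest q-value was 0.0125. Enrichment spanned a wide range, from 1.74-fold to 60.4-fold over background at the summit, with a median of 6.75-fold and quartiles of 4.27-fold and 12.6-fold. A fold enrichment of 10 or more was found at 2255 peaks (32.7%), whereas 334 peaks (4.85%) were enriched less than 3-fold. The median −log10 q-value was 22.0. A stricter threshold removed mainly peaks of low enrichment: 6379 peaks had a q-value at or below 1e-5, with a median of 7.32-fold, and 5017 had one at or below 1e-10, with a median of 9.15-fold. The peak with the highest enrichment lay on chromosome III from 4063413 to 4064329 (60.4-fold), followed by one on chromosome V from 7259092 to 7260335 (58.5-fold). The fold enrichments and q-values are those of the authors' peak caller. From the peaks passing the cutoff, the paper states that UNC-3 binding is strongly enriched in the genome. For this it also cites a heatmap of the signal and a fingerprint plot of the reads.

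**Figure D1:**
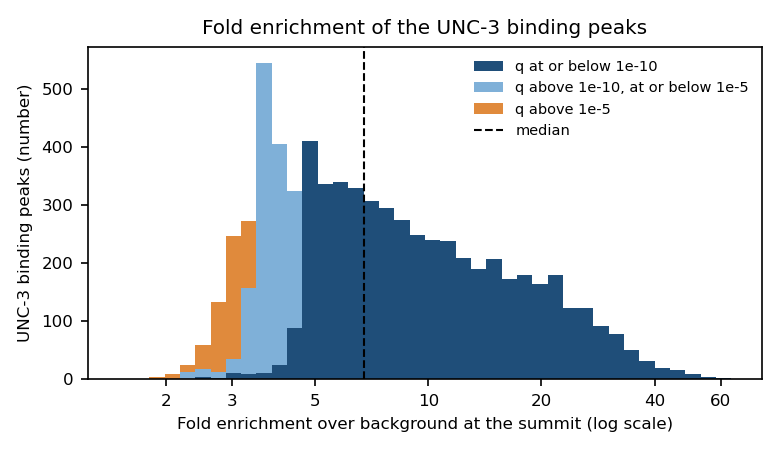
Number of UNC-3 binding peaks by fold enrichment over background at the summit (x axis, log scale), with bars divided by q-value. The dashed line marks the median of 6.75-fold, and every peak to its right had a q-value at or below 1e-10.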

The majority of UNC-3 binding peaks (91.95%) are predominantly located between 0 and 3 kb upstream of a transcription start site, whereas only a small fraction is found in introns (2.05%) or downstream of a gene (0.99%), suggesting UNC-3 chiefly acts at promoters and enhancers to regulate gene expression (Figure 1D and F). Through de novo motif discovery analysis (see Materials and methods), we identified a 12 bp pseudo-palindromic sequence overrepresented in the UNC-3 binding peaks (Figure 1E), which highly resembles the binding site of UNC-3 vertebrate orthologs (Treiber et al., 2010a; Treiber et al., 2010b; Wang and Reed, 1993; Wang et al., 1997). To test the quality of our ChIP-Seq results, we sought to determine whether UNC-3 binding peaks are present in the *cis*-regulatory region of all previously described UNC-3 targets in cholinergic MNs, because these neurons constitute the majority of *unc-3*-expressing cells (53 out of 72 cells). Previous studies identified 10 terminal identity genes as putative direct UNC-3 targets and 43 terminal identity genes whose expression is affected by genetic removal of *unc-3* (Kratsios et al., 2015; Kratsios et al., 2011). In the current study, we found UNC-3 binding peaks in 9 out of 10 (90%) direct UNC-3 targets and 38 of the 43 (88.37%) downstream targets of UNC-3, indicating high quality in the ChIP-Seq results (Figure 2A and Figure 1—figure supplement 1, Supplementary file 1). Moreover, ChIP-Seq for UNC-3 appears highly sensitive, as it identified peaks in *unc-3*-dependent genes expressed in a limited number of neurons (e.g., *glr-4/GluR* is expressed in 4 out of 72 *unc-3+* neurons) (Figure 2A). In conclusion, our ChIP-Seq experiment generated a comprehensive map of UNC-3 binding in the *C. elegans* genome and provided biochemical evidence to the hypothesis that UNC-3 binds to the *cis*-regulatory region of multiple terminal identity genes, consolidating UNC-3’s function as a terminal selector of cholinergic MN identity.

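Peaks were present on all 6 nuclear chromosomes. Chromosome X held 1434 peaks (20.8% of the list), or 81.2 per Mb. The 5 autosomes together held 5457, or 66.1 per Mb, from 51.0 per Mb on chromosome V to 80.7 per Mb on chromosome III. The median fold enrichment differed little between chromosomes, from 6.32 on chromosome V to 6.99 on chromosome I. On the autosomes 44.2% of the peaks (95% Wilson interval 42.9 to 45.5%) lay in the middle of 3 equal parts of the chromosome, and each autosome had between 42.1% and 47.8% there. On chromosome X the share was 33.3% (30.9 to 35.7%). Both intervals treat the peaks as independent of one another, and may be too narrow where peaks cluster. Peaks were also close to one another: 2190 peaks (31.8%) had another within 1 kb, and the median distance to the nearest peak was 2098 bp. When the same intervals were placed at random on each chromosome 1000 times, between 11.6% and 16.0% had another within 1 kb. Among the 5017 peaks with q-values at or below 1e-10 the share was 26.2%, against 8.59 to 11.9% when those peaks were placed at random, which is 2.58 times the mean of the placements, compared with 2.31 times for the whole list.

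**Figure D2:**
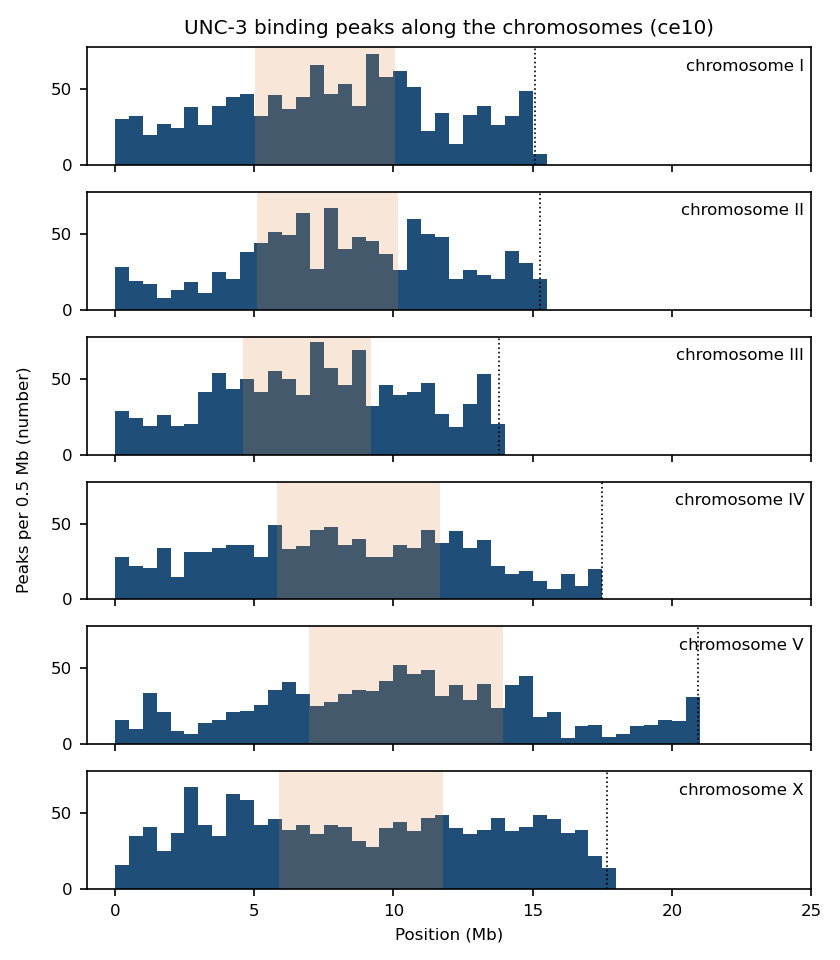
Number of UNC-3 binding peaks per 0.5 Mb (y axis) along each nuclear chromosome (x axis, position in Mb), by the position of the summit. Shading marks the middle of 3 equal parts and the dotted line the end of the last peak; the middle part held 44.2% of the autosomal peaks and 33.3% of those on chromosome X.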

**Figure 2.**
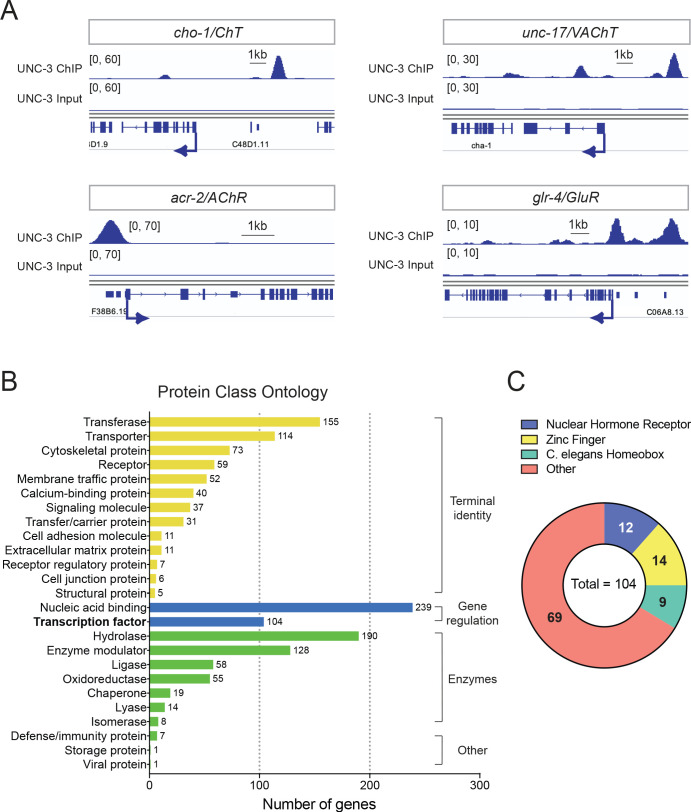
Global analyses of UNC-3 ChIP-Seq data. (**A**) Snapshots of UNC-3 ChIP-Seq and input (negative control) signals at the *cis*-regulatory regions of known UNC-3 targets (*cho-1/ChT, unc-17/VAChT, acr-2/AChR, glr-*4*/GluR*). (**B**) Graph summarizing protein class ontology analysis of putative target genes of UNC-3 identified by ChIP-Seq. Out of the 3502 protein-coding UNC-3 targets, 1425 encode for proteins with known protein class terms and these were the ones considered by PANTHER. This analysis classifies UNC-3 targets into three broad categories: terminal identity genes, gene expression regulators, and enzymes. (**C**) Pie chart breaking down TF families that show UNC-3 binding.

Our bioinformatic analysis of the UNC-3 binding peaks revealed 3502 protein-coding genes as putative UNC-3 targets (see Materials and methods). To classify these new targets, we performed gene ontology (GO) analysis focused on protein classes using PANTHER (Mi et al., 2013). This analysis revealed three broad categories (Figure 2B, Supplementary file 2). First, there is a preponderance (42.18% of the total number of UNC-3 targets classified by PANTHER) of terminal identity genes (e.g., 114 transporter proteins, 111 receptors and trans-membrane proteins, 37 signaling molecules, 11 cell adhesion molecules), suggesting that UNC-3 broadly affects multiple features of neuronal terminal identity. The second overrepresented category (24.07% of UNC-3 targets) contains a large number of proteins involved in the control of gene expression, such as 239 nucleic acid-binding proteins (16.77%) and 104 TFs (7.3%), highlighting the possibility of an extensive network of gene regulatory factors downstream of UNC-3. The third category (24.14%) consists of genes coding for various types of enzymes (e.g., hydrolases, ligases, oxidoreductases), suggesting a new role for UNC-3 in neuronal metabolic pathways. Together, this analysis unravels the breadth of biological processes potentially under the direct control of UNC-3.

The ChIP-Seq experiment was performed on endogenously tagged UNC-3, which is expressed in 53 cholinergic MNs of the nerve cord and 19 other neurons located in the *C. elegans* head and tail (Pereira et al., 2015). Since MNs are the majority (53 cells) of *unc-3*-expressing cells (72 in total), a significant portion of the UNC-3-bound genes may be expressed in MNs. To test this, we used available single-cell RNA-Seq data (CeNGEN project: www.cengen.org) that identified 576 transcripts specifically enriched in cholinergic MNs (Taylor et al., 2019). We found that 52.95% of these MN-expressed genes are bound by UNC-3 and fall in the aforementioned gene categories (Supplementary file 3), thereby constituting putative UNC-3 targets in cholinergic MNs.

### *Cis*-regulatory analysis reveals novel TFs as direct UNC-3 targets in MNs

Our ChIP-Seq results provide an opportunity to reveal new roles for UNC-3, beyond the direct control of terminal identity genes. To this end, we focused on the 104 TFs identified by ChIP-Seq as putative UNC-3 targets (Figure 2B–C). To functionally test whether the UNC-3 bound DNA elements upstream of these TF-encoding genes carry information critical for gene expression, we carried out a *cis*-regulatory analysis. We isolated and fused to RFP elements located upstream of 16 randomly selected TFs of different families (e.g., homeobox, nuclear hormone receptors, Zn finger) (Figure 2C, Table 1). We generated transgenic reporter animals and found that 10 of these TF reporters were sufficient to drive RFP expression in ventral cord MNs (Table 1). Next, we identified 9 TFs (*nhr-1, nhr-40, mab-9, ztf-26, ceh-44, zfh-2, cfi-1, bnc-1, nhr-19*) with expression in cholinergic MNs. Some of those are also expressed in the *unc-3*-negative GABAergic MNs of the nerve cord (Table 1). Interestingly, one reporter (*nhr-49*) is exclusively expressed in GABAergic MNs. Expression of five TFs (*nhr-1, nhr-19, nhr-49, zfh-2, ztf-26*) in ventral cord MNs has not been previously described. The remaining 5 TFs (*cfi-1/Arid3a*, *bnc-1/Bnc1/2*, *mab-9/Tbx20*, *nhr-40*, *ceh-44/Cux1)* are known to be expressed in subsets of *unc-3*-positive MNs (Kerk et al., 2017; Pocock et al., 2008; Brozová et al., 2006), but our analysis revealed *cis*-regulatory elements sufficient for their MN expression. Next, we tested for *unc-3* dependency at the L4 stage, and found that 8 of the 9 TF reporters (*nhr-1, nhr-40, zfh-2, ztf-26, ceh-44, cfi-1, bnc-1, mab-9)* with expression in cholinergic MNs are positively regulated by *unc-3*; their expression significantly decreased in *unc-3* mutants (Table 1, Figure 3—figure supplement 1). On the other hand, *nhr-49*, which is normally expressed in GABAergic MNs, is negatively regulated by *unc-3*; ectopic expression was observed in cholinergic MNs of *unc-3* mutants (Table 1, Figure 3—figure supplement 1). Together, this *cis*-regulatory analysis revealed novel TFs as direct UNC-3 targets in cholinergic MNs. Besides its known role as an activator of terminal identity genes (Kratsios et al., 2015; Kratsios et al., 2011), these findings suggest UNC-3 can also act directly to either activate or repress expression of multiple TF-encoding genes. Alternatively, UNC-3 binding could facilitate recruitment of other factors that function either as activators or repressors. Altogether, these data uncover an extensive gene regulatory network downstream of UNC-3.

**Table 1.** Summary of *cis*-regulatory analysis to identify novel transcription factors controlled by UNC-3. Transgenic reporter (RFP) animals for each TF were generated and examined for neuronal expression. GFP markers for cholinergic and GABAergic MNs were used to define TF reporter expression. TF reporters expressed in MNs were further tested for UNC-3 dependency. Eighteen reporters were generated that correspond to 16 TFs (Two reporters were generated for *nhr-1* and *nhr-40* because two distinct UNC-3 ChIP-Seq peaks were found in the *cis*-regulatory region of these genes). Not applicable (N/A).

Number of reporters	Gene	TF family	*DNA* region included relative to ATG	*unc-3* dependence	RFP expression	Expression in cholinergic MNs	Expression in GABAergic MNs	# of lines
1	*nhr-1* (second peak)	Nuclear hormone receptor	−838 bp to +1,535 bp	Positively regulated	VNC, Head and Tail Neurons	YES	YES	2
2	*nhr-40* (second peak)	Nuclear hormone receptor	+4,356 bp to +5,525 bp	Positively regulated	VNC, Head and Tail Neurons	YES	YES	2
3	*mab-9*	T-box	−5,561 bp to −3,773 bp	Positively regulated	VNC, Head and Tail Neurons	YES	YES	2
4	*ztf-26*	Zinc finger	+910 bp to 3,394 bp	Positively regulated	VNC and Head Neurons	YES	NO	2
5	*ceh-44*	*C. elegans* homeobox	+1,605 bp to 3,111 bp	Positively regulated	VNC, Head and Tail Neurons	YES	Not determined	2
6	*zfh-2*	Zinc finger	+12,048 bp to +13,549 bp	Positively regulated	VNC, Head and Tail Neurons	YES	NO	2
7	*cfi-1*	AT-rich interaction domain	−13,824 bp to −11,329 bp	Positively regulated	VNC, Head and Tail Neurons	YES	YES	2
8	*bnc-1*	Zinc finger	−1,800 bp to −1 bp	Positively regulated	VNC and Tail Neurons	YES	NO	2
9	*nhr-19*	Nuclear hormone receptor	+1,261 bp to +2,294 bp	NO	VNC, Head and Tail Neurons	YES	YES	2
10	*nhr-40* (first peak)	Nuclear hormone receptor	+919 bp to +1,839 bp	NO	VNC, Head and Tail Neurons	YES	YES	2
11	*nhr-49*	Nuclear hormone receptor	−750 bp to 75 bp	Negatively regulated	VNC, Head and Tail Neurons	NO	YES	2
12	*nhr-1* (first peak)	Nuclear hormone receptor	−7,452 bp to −5,871 bp	Not determined	Head and Tail Neurons	N/A	N/A	2
13	*ccch-3*	Zinc finger	−385 bp to −1 bp	Not determined	Head Neurons	N/A	N/A	2
14	*ztf-17*	Zinc finger	−1,031 bp to +3 bp	Not determined	Head Neurons, Muscles, and Intestine	N/A	N/A	2
15	*nhr-47*	Nuclear hormone receptor	−675 bp to +171 bp	N/A	No RFP expression	N/A	N/A	2
16	*unc-55*	Nuclear receptor	−2,105 bp to −1,327 bp	N/A	No RFP expression	N/A	N/A	2
17	*ztf-13*	Zinc finger	−1,392 bp to −1 bp	N/A	No RFP expression	N/A	N/A	2
18	*ztf-14*	Zinc finger	−2,087 bp to −531 bp	N/A	No RFP expression	N/A	N/A	2

### Temporal modularity of UNC-3 function in cholinergic MNs

Terminal selectors are continuously expressed, from development through adulthood, in specific neuron types. However, it remains unclear whether – in the same neuron type – a terminal selector controls an identical suite of targets across different life stages, or the suite of targets can change over time. The case of UNC-3 offers an opportunity to address this issue because its direct targets (terminal identity genes and newly identified TFs [Table 1]) are continuously expressed in cholinergic MNs. However, *unc-3* dependency of terminal identity genes was mostly tested at a single developmental stage, the last larval stage (L4) (Kratsios et al., 2011). We therefore performed a longitudinal analysis to determine whether target gene dependency on *unc-3* remains stable or changes at different life stages.

First, we tested four terminal identity genes (*acr-2/AChR*, *unc-129/TGFbeta*, *glr-4/GluR*, *unc-17/VAChT*) at larval (L2, L4) and adult (day 1) stages and found that their MN expression, at every stage, critically depends on UNC-3 (Figure 3A). Because this analysis relied on animals lacking *unc-3* gene activity since early development (a null allele was used), whether UNC-3 is continuously required to maintain expression of these genes remained unclear. We therefore employed the auxin-inducible degradation (AID) system to deplete the endogenous UNC-3 protein in cholinergic MNs at late larval and young adult stages (Zhang et al., 2015). Compared to controls, we found a significant decrease in the number of adult MNs expressing *acr-2/AChR*, *glr-4/GluR*, and *unc-17/*VAChT in animals treated with auxin (Figure 3—figure supplement 2). These findings indicate UNC-3 is required to initiate and maintain the expression of terminal identity genes, consolidating its role as a terminal selector of cholinergic MN fate.

**Figure 3.**
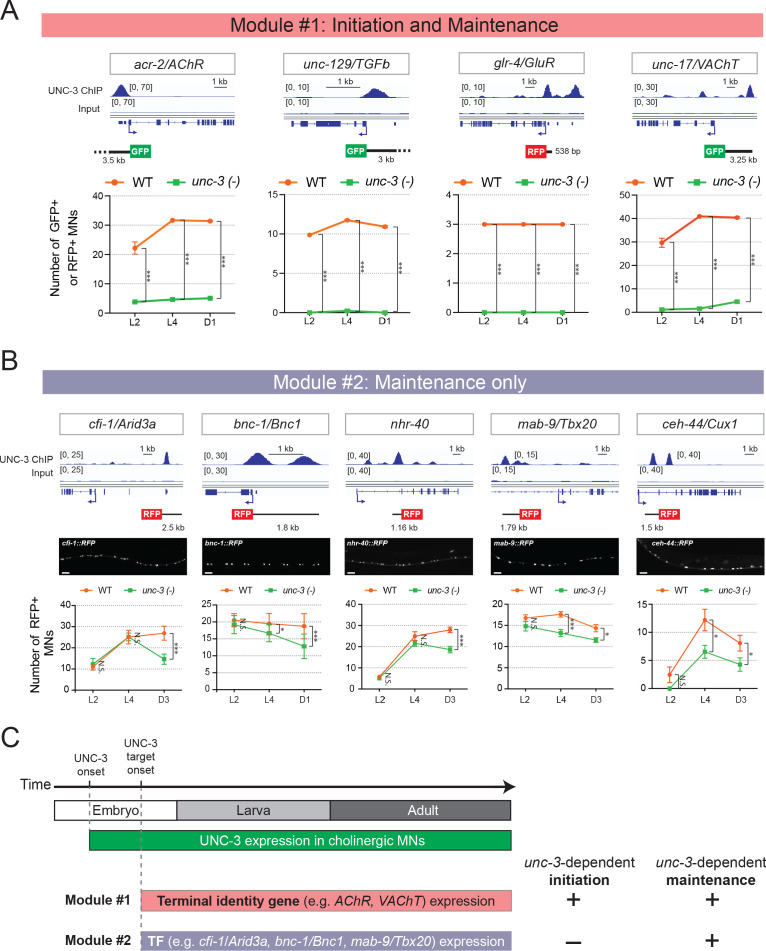
Terminal identity genes and transcription factors display distinct temporal requirements for UNC-3. (**A**) Top: snapshots of UNC-3 ChIP-Seq and input (negative control) signals at the *cis*-regulatory regions of four cholinergic terminal identity genes (*acr-2/AChR, unc-129/TFGb, glr-4/GluR,* and *unc-17/VAChT*). The length of DNA elements included in each reporter is shown. Bottom: quantification of terminal identity gene reporters in WT and *unc-3 (n3435)* animals at three different developmental stages – L2, L4, and day 1 adults (N ⩾ 12). UNC-3 is required for both initiation and maintenance of all four terminal identity genes. ***p<0.001. (**B**) Top: snapshots of UNC-3 ChIP-Seq and input (negative control) signals at the *cis*-regulatory regions of 5 transcription factors (*cfi-1/Arid3a, bnc-1/Bnc1, nhr-40, mab-9/Tbx20, and ceh-44/Cux1*). The length of DNA elements included in each reporter is shown. Middle: representative images of WT L4 animals showing expression of the transgenic reporters in MNs. Scale bar, 20 μm. Bottom: quantification of transcription factor reporters in WT and *unc-3 (n3435)* animals at three different developmental stages – L2, L4, and young adults (day 1 or day 3) (N ⩾ 12). UNC-3 is required for maintenance, but not initiation of the 5 TFs. N.S.: not significant, *p<0.05, ***p<0.001. (**C**) Schematic summarizing the phenomenon of temporal modularity in UNC-3 function. The first module consists of terminal identity genes and TFs (Figure 3—figure supplement 2), which require UNC-3 for both initiation and maintenance of gene expression. The second module consists exclusively of TFs that require UNC-3 only for maintenance.

**Figure 3—figure supplement 1.**
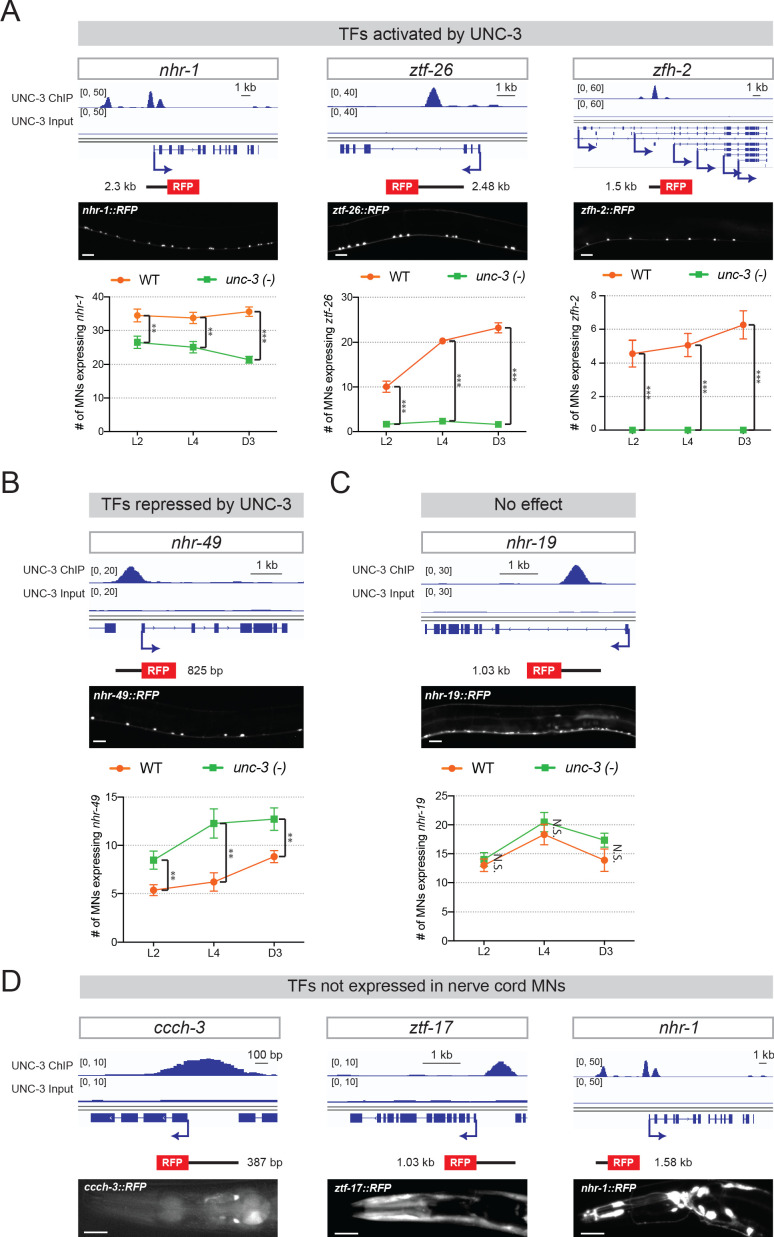
UNC-3 directly controls the expression of several TF reporters in MNs. (**A–C**) Top: snapshots of UNC-3 ChIP-Seq and input (negative control) signal at the *cis*-regulatory regions of 5 TF-encoding genes (*nhr-1, ztf-26, zfh-2, nhr-49, nhr-19*). Transgenic RFP reporters contain the *cis*-regulatory regions bound by UNC-3, as well as flanking sequences. Middle: representative images of WT L4 animals showing expression of the transgenic reporters in nerve cord MNs. Scale bar, 20 μm. Bottom: quantification of TF reporters in WT and *unc-3 (n3435)* animals at three different developmental stages – L2, L4, and day 3 adult. *nhr-1, ztf-26,* and *zfh-2* are activated by UNC-3 (**A**), while *nhr-49* is repressed by UNC-3 (**B**) and *nhr-19* does not appear to be controlled by UNC-3 (**C**). N ⩾ 15. N.S.: not significant, *p<0.05, **p<0.01, ***p<0.001. (**D**) Three TF reporters (*ccch-3, ztf-17, nhr-1*) are not expressed in nerve cord MNs, but show expression in head neurons. Top: snapshots of UNC-3 ChIP-Seq and input (negative control) signals at the *cis*-regulatory regions of *ccch-3, ztf-17,* and *nhr-1*. Transgenic RFP reporters contain the *cis-*regulatory regions bound by UNC-3. Bottom: representative images of WT L4 animals showing expression of the transgenic reporters in some unidentified neurons of the head. It is known that UNC-3 is expressed in some head neurons.

**Figure 3—figure supplement 2.**
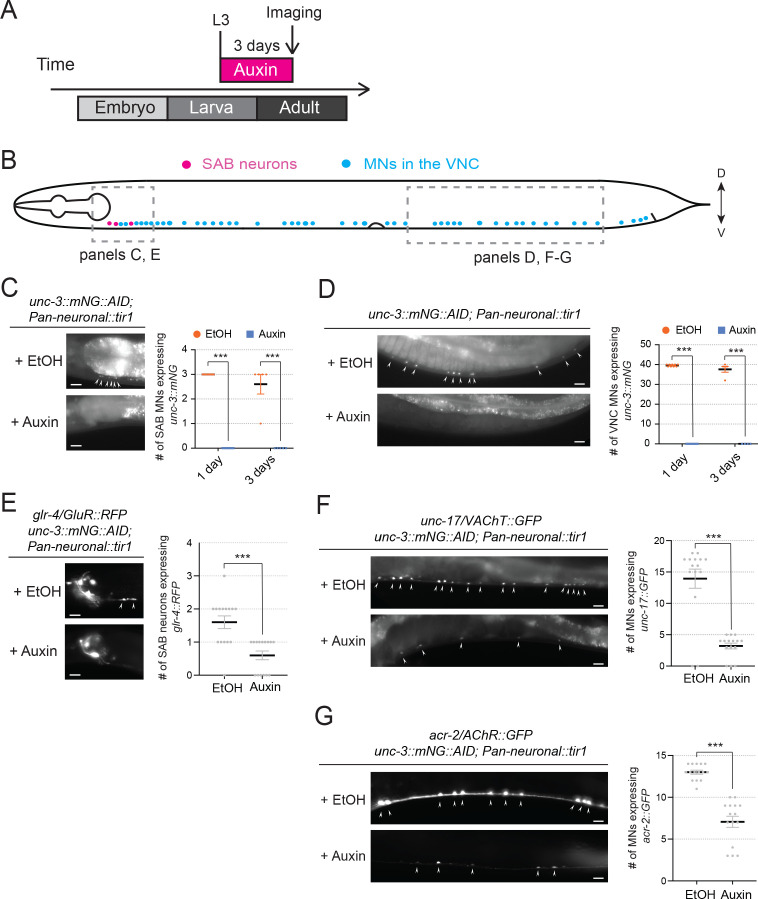
UNC-3 is required to maintain the expression of *glr-4/GluR, unc-17/VAChT,* and *acr-2/AChR* in cholinergic motor neurons. (**A**) Diagram illustrating the design of UNC-3 knock-down experiments. Auxin (or EtOH, as control) was applied to L3 worms carrying *unc-3::mNG::AID* and a pan-neuronal tir-1 allele (with reporters of target genes to be tested). Examination of reporter expression was performed following 3 days of continuous auxin/EtOH administration. (**B**) Diagram illustrating the worm body with highlights of the locations of the SAB neurons (in the anterior) and the MNs along the VNC. Two boxed regions focus on the SAB neurons and the MNs in the posterior half of the worm body, which are shown in the representative images in the next panels. C-D: Demonstration of UNC-3 knock-down efficiency. Left: representative images showing expression of *unc-3::mNG::AID* after 3 days of auxin or EtOH administration in the SAB neurons (**C**) or MNs in the posterior VNC (**D**); Right: Quantification of the number of SAB neurons (**C**) or MNs in the posterior VNC (**D**) showing expression of *unc-3::mNG::AID* following auxin/EtOH treatment. To get a preliminary idea of the efficiency, nine worms from the auxin group and 10 worms from the EtOH group were checked one day after starting the treatment. To demonstrate the knock-down is persistent, five worms from each group were checked 3 days after starting the treatment. ***p<0.001. E-G: *glr-4/GluR, unc-17/VAChT, and acr-2/AChR* require UNC-3 for both initiation and maintenance of their expression. Left: representative images showing the expression of *glr-4::RFP* (**E**), *unc-17::GFP* (**F**), and *acr-2::GFP* (**G**) following 3 days or auxin/EtOH treatment. Downregulation of these reporters is apparent in terms of both the number of cells showing positive expression and the fluorescent intensity of the positive cells; Right: quantification of the number of SAB neurons expressing *glr-4::RFP* (**E**), and the number of MNs in the posterior VNC expressing *unc-17::GFP* (**F**) and *acr-2::GFP* from worms shown on the left (N = 15). ***p<0.001.

However, a different picture emerged after testing the 8 TF reporters that are positively regulated by UNC-3 (Table 1). Similar to terminal identity genes, the expression of 3 TFs (*zfh-2/Zfhx3, ztf-26, nhr-1*) critically depends on UNC-3 at every stage (L2, L4, adult) (Figure 3—figure supplement 1), suggesting UNC-3 controls initiation and maintenance of their expression. In striking contrast, the early expression (L2 stage) of five TFs (*cfi-1, bnc-1, mab-9, nhr-40, ceh-44*) does not require UNC-3 (Figure 3B). However, maintenance of their expression during late larval and/or adult stages does depend on UNC-3 (Figure 3B). Hence, this longitudinal analysis revealed two groups of targets with distinct requirements for UNC-3 at different life stages. One group consists of terminal identity genes (*acr-2/AChR*, *unc-129/TGFbeta*, *glr-4/GluR*, *unc-17/VAChT*) and TFs (*zfh-2/Zfhx3, ztf-26, nhr-1*) that require UNC-3 for both initiation and maintenance of expression (‘initiation and maintenance’ module, Figure 3A,C). The second group consists exclusively of TFs (*cfi-1/Arid3a, bnc-1/Bnc1, mab-9/Tbx20, ceh-44/Cux1, nhr-40*) that depend on UNC-3 for maintenance, but not initiation (‘maintenance-only’ module, Figure 3B–C).

Collectively, these findings suggest that, in cholinergic MNs, the suite of UNC-3 target genes can partially change at different life stages. In all larval and adult stages examined, UNC-3 is required for the continuous expression of one set of genes (‘initiation and maintenance’ module). However, only in late larvae and adults, UNC-3 is required to maintain expression of another set of genes (‘maintenance-only’ module). To describe this phenomenon, we use the term ‘temporal modularity in UNC-3 function’ given that the function of a TF in a specific cell type and at a particular life stage is determined by the suite of targets it controls in that cell type and at that stage (Figure 3C). In the following sections, we hone in on a single target (*cfi-1/Arid3a)* from the ‘maintenance-only’ module, aiming to dissect the molecular mechanisms underlying the temporal modularity of UNC-3 function in cholinergic MNs.

### A distal enhancer is necessary for initiation and maintenance of *cfi-1/Arid3a* expression in MNs

Our *cis*-regulatory analysis suggests that maintenance, but not initiation, of *cfi-1* expression depends on UNC-3 (Figure 3B). 

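The UNC-3 peak upstream of cfi-1 extends from −11391 to −12146 bp in the paper's numbering (Fig. 4A), a length of 756 bp, and the strains edited at cfi-1 are listed by the paper on chromosome I. The position of cfi-1 on ce10 was not used here, so the peak was looked for by its length, on the assumption that the paper gives the ends of the called interval. Of the 1193 peaks on chromosome I, 4 were exactly 756 bp wide. For 2 of these another peak lay within 1 kb, at distances of 122 bp and 859 bp, whereas the track in Fig. 4A shows a single high peak there. The remaining 2 candidates lay from 10011319 to 10012074 and from 13547050 to 13547805. The first was enriched 18.4-fold, with a −log10 q-value of 112.1 and a pileup of 122 fragments against an expected 5.69. Its nearest neighbours were a 5.32-fold peak 8375 bp to its left and an 8.32-fold peak 13767 bp to its right. The second was enriched 23.8-fold, with a −log10 q-value of 161.0 and a pileup of 157 fragments against an expected 5.65, and had no other peak within 28515 bp. The track in Fig. 4A also shows a low rise between cfi-1, drawn on the left, and the high peak. Of the 4 intervals, 1 had no peak within 1 kb and a left neighbour closer than 11391 bp, the distance to cfi-1, and this was the first candidate. The figure therefore favours the first, which ranked in the top 13.7% of all peaks by fold enrichment, provided that the rise is a listed peak. The values of the second are those of an interval of the same length and describe cfi-1 only if that interval is its peak.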

We therefore hypothesized that the sole UNC-3 binding peak on the *cfi-1* locus (located ~12 kb upstream) demarcates an enhancer element selectively required for maintenance (Figures 3B and 4A). If this were to be the case, then it would be logical to assume that a separate *cis*-regulatory element would control *cfi-1* initiation in MNs. To test this assumption, we conducted an unbiased *cis*-regulatory analysis *in vivo* by generating a series of 12 transgenic reporter (GFP or RFP) animals, with each reporter carrying small and contiguous DNA fragments spanning a ~15 kb region (Figure 4A). Surprisingly, this analysis did not reveal a separate initiation element. Instead, it showed that the same 2.5 kb distal element (reporter #7) that drives RFP expression in subsets of *unc-3*-expressing cholinergic MNs (DA, DB, VA, VB subtypes) at larval and adult stages (Figure 3B), is also sufficient for embryonic (3-fold stage) MN expression (Figure 4A–C). In addition, this 2.5 kb element also showed expression at all these stages in *unc-3*-negative neurons of the nerve cord, namely the GABAergic (DD, VD subtypes) MNs (Figure 4A,C), which will be discussed later in Results. We conclude that this enhancer element is sufficient for initiation and maintenance of *cfi-1* reporter expression in nerve cord MNs.

**Figure 4.**
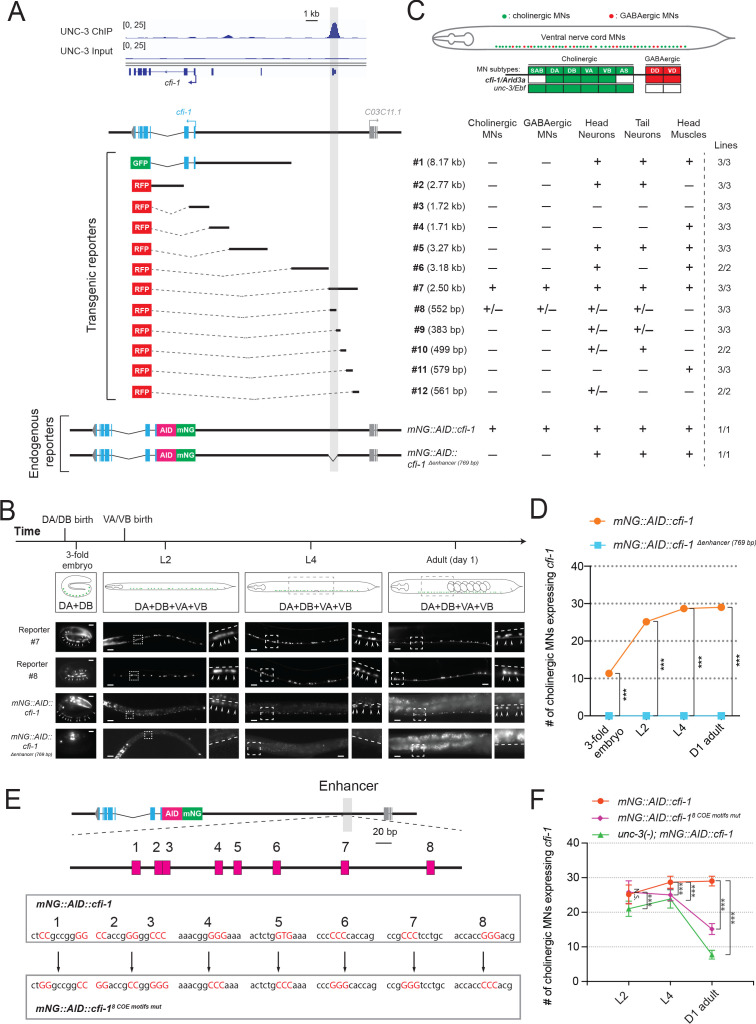
UNC-3 acts through a distal enhancer to maintain *cfi-1* expression in cholinergic motor neurons. (**A**) Top: Snapshots of UNC-3 ChIP-Seq and input (negative control) signals at the *cis*-regulatory region of *cfi-1*. The gray bar highlights an UNC-3 binding peak located ~12 kb upstream of the TSS of *cfi-1* (−11,391 bp to −12,146 bp). Bottom: schematic showing the strategy of constructing *cfi-1* reporters. Twelve transcriptional fusion reporters ([−1 bp to −8,170 bp], #2 [993 bp to 3,764 bp], #3 [547 bp to −1,173 bp], #4 [-1,164 bp to −2,875 bp], #5 [−2,865 bp to −6,141 bp], #6 [-8,162 bp to −11,346 bp], #7 [−11,329 bp to −13,824 bp], #8 [−11,329 bp to −11,881 bp], #9 [−11,851 bp to −12,234 bp], #10 [−12,223 bp to −12,722 bp], #11 [−12,705 bp to −13,284 bp], and #12 [-13,263 bp to −13,824 bp]) carry *cis*-regulatory regions fused to fluorescent reporters (GFP or RFP). The endogenous reporter alleles (*mNG::AID::cfi-1* and *mNG::AID::cfi-1 ^Δenhancer (769 bp)^*) have an in-frame fluorescent protein mNeonGreen (mNG) insertion immediately after the ATG of *cfi-1*. The enhancer KO allele *mNG::AID::cfi-1 ^Δenhancer (769 bp)^* carries a 769 bp deletion (−11,329 bp to −12,097 bp). Table on the right summarizes the expression pattern of each reporter allele at L4 stage. N ⩾ 12. +: reporter expressed, –: reporter not expressed, +/–: reporter partially expressed in the respective neurons. Number of independent transgenic lines tested for each reporter is shown on the right. (**B**) Representative images showing the expression of reporter #7, reporter #8, *mNG::AID::cfi-1*, and *mNG::AID::cfi-1 ^Δenhancer (769 bp)^* at specific life stages. Areas highlighted in dashed boxes are enlarged and presented on the right side of each picture. The onset of *cfi-1* expression occurs at the 3-fold embryonic stage. mNG+ MNs are annotated with arrowheads. Scale bars, 5 μm (3-fold embryos); 20 μm (larvae and adults). (**C**) Schematic summarizing the expression pattern of *cfi-1* and *unc-3* in nerve cord MNs. (**D**) Quantification of the number of cholinergic MNs expressing endogenous *cfi-1* (*mNG::AID::cfi-1)* in WT and animals carrying the enhancer deletion (*mNG::AID::cfi-1 ^Δenhancer (769 bp)^*). Deletion of the enhancer element located ~12 kb upstream of the TSS of *cfi-1* completely abolishes *cfi-1* expression in MNs at all tested stages. A red fluorescent marker (*ttr-39::mCherry*) for GABAergic MNs was used to exclude these neurons from the quantification. Cholinergic MNs expressing *cfi-1* were positive for mNG and negative for mCherry. (**E**) Bioinformatic analysis predicted 8 UNC-3 binding sites (COE motifs, shown as pink boxes) in the *cfi-1* enhancer region, which displays UNC-3 binding (−11,391 bp to −12,146 bp). Using CRISPR/Cas9, these eight motifs were mutated by substituting duplets or triplets of nucleotides as shown below, thereby generating the strain *cfi-1 (syb1856 [mNG::AID::cfi-1^8 COE motifs mut^*]). (**F**) Quantification of the number of cholinergic MNs expressing the endogenous *cfi-1* reporter (*mNG::AID::cfi-1)* in WT and *unc-3 (n3435)* animals, as well as in animals with mutated COE motifs (*mNG::AID::cfi-1^8 COE motifs mut^*) at L2, L4, and day 1 adult stages (N ⩾ 12). N.S.: not significant, ***p<0.001.

**Figure 4—figure supplement 1.**
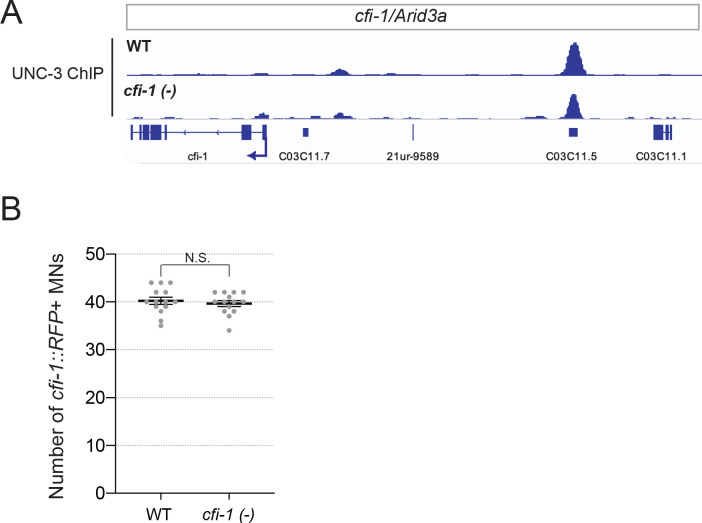
CFI-1 does not auto-regulate its expression in motor neurons. (**A**) Snapshots of UNC-3 ChIP-Seq signal at the *cfi-1* locus in WT and *cfi-1 (ot786)* animals. UNC-3 binds to the *cfi-1* enhancer normally in *cfi-1 (ot786)* mutants. (**B**) Quantification of the number of MNs expressing the transcriptional fusion reporter #7 (*cfi-1^2.5kb^::RFP*) in WT worms and *cfi-1 (ot786)* mutants (N = 14). No significant difference was detected between WT and *cfi-1 (ot786)*, suggesting that the expression of reporter #7 (*cfi-1^2.5kb^::RFP*) is not altered upon genetic removal of *cfi-1*. N.S.: not significant.

To test the necessity of this element, we first generated via CRISPR/Cas9 an endogenous mNeonGreen (mNG) reporter allele for *cfi-1,* which also carries an auxin-inducible degron (AID) tag (*mNG::AID::cfi-1*), enabling inducible depletion of CFI-1 (depletion experiments are described later in Results). Animals carrying the *mNG::AID::cfi-1* allele do not show any developmental phenotypes, suggesting that the mNG::AID tag does not detectably alter *cfi-1* activity. This reporter showed expression in subsets of *unc-3*-expressing MNs (DA, DB, VA, VB subtypes), GABAergic nerve cord MNs (DD, VD subtypes), tail and head neurons, as well as head muscle (Figure 4A–C), a pattern consistent with previous studies describing *cfi-1* expression (Shaham and Bargmann, 2002; Kerk et al., 2017). We determined the onset of the endogenous *cfi-1* reporter (*mNG::AID::cfi-1)* in MNs to be at the 3-fold embryonic stage, coinciding with the onset of transgenic reporters (#7 and #8) containing the distal enhancer (Figure 4B). Next, we employed CRISPR/Cas9 genome editing and deleted 769 bp that constitute the core of the UNC-3 binding peak (located ~12 kb upstream) in the context of the endogenous *cfi-1* reporter (*mNG::AID::cfi-1^Δ enhancer (769 bp)^)*. 

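In the numbering of the Fig. 4A legend, which was used for both, the deletion from −11329 to −12097 bp removes 707 bp of the 756 bp peak (93.5%) and leaves its distal 49 bp. The methods give the same ends, while the paper's strain list counts the deletion from the ATG in the tagged allele, with both ends farther out by nearly the same distance (1166 and 1167 bp). Both candidates for this peak on chromosome I that had no other peak within 1 kb had their summit at nearly the same place within the interval. With cfi-1 to the left of the peak, as drawn in Fig. 4A, the summits were at −11796 and −11795 bp, and in the opposite orientation at −11741 and −11742 bp. In either case both summits were inside the deleted segment. They were also inside reporter #8 (−11329 to −11881 bp) and outside reporter #9 (−11851 to −12234 bp), although reporter #9 shares 296 bp with the peak. Over all 4 intervals of this length on chromosome I, every summit was inside reporter #8 in either orientation, but in the orientation opposite to Fig. 4A the summits of the 2 intervals with a close neighbour, at −11851 and −11872 bp, were inside reporter #9 as well. Reporter #10 shares none of the peak.

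**Figure D3:**
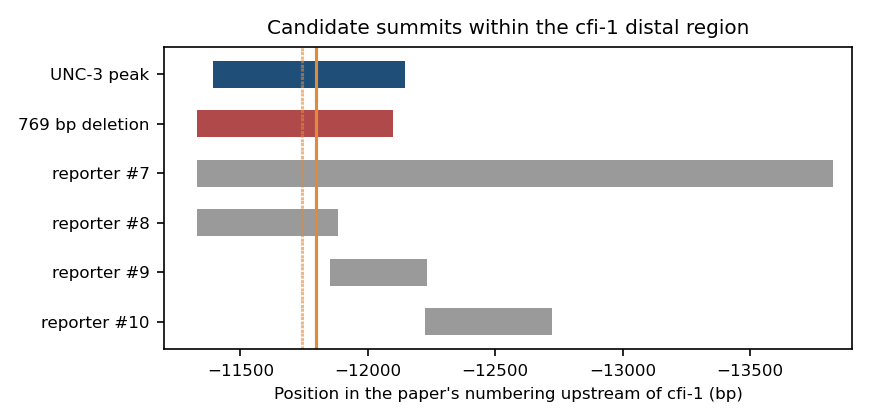
Map of the UNC-3 peak, the 769 bp deletion and 4 reporters upstream of cfi-1, in the paper's numbering (x axis, bp, to scale). Orange lines mark the summits of both candidate intervals, solid with cfi-1 to the left (−11796 and −11795 bp) and dotted in the opposite orientation (−11741 and −11742 bp); all lie within the deletion and reporter #8 and outside reporters #9 and #10.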

We found that *mNG::AID::cfi-1* expression is selectively eliminated in cholinergic (DA, DB, VA, VB) and GABAergic (DD, VD) nerve cord MNs at all life stages examined (3-fold embryo, L4, Day 1 adult) (Figure 4A–B, quantification of cholinergic MNs shown in Figure 4D).

We conclude that a distal 2.5 kb enhancer (located ~12 kb upstream of *cfi-1*) is sufficient for *cfi-1* expression in nerve cord MNs. Genome editing suggests that a 769 bp sequence within this 2.5 kb enhancer is required for both initiation and maintenance of *cfi-1* in nerve cord MNs (Figure 4D). In the ensuing sections, we test the hypothesis that this enhancer integrates UNC-3 input for *cfi-1* maintenance in cholinergic MNs, as well as UNC-3-independent input for *cfi-1* initiation in these neurons.

### UNC-3 maintains *cfi-1* expression in cholinergic MNs via direct activation of the distal enhancer

The binding of UNC-3 to the distal enhancer strongly suggests UNC-3 acts directly to maintain *cfi-1* expression in cholinergic MNs (Figure 4A). However, the UNC-3 peak is spread across several hundred base pairs due to the inherently low ChIP-Seq resolution. Hence, the precise DNA sequences recognized by UNC-3 remained unknown. 

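At 756 bp, the interval reported for cfi-1 was at least as wide as 80.6% of the peaks in the list, whose 95th percentile was 1164 bp. The list gives a single summit for each of the 4 intervals of this length on chromosome I, with pileups between 118 and 157 fragments, and does not resolve several bound sites within an interval.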

Through bioinformatic analysis (see Materials and methods), we identified eight putative UNC-3 binding sites (COE motifs) within the 769 bp distal enhancer (Figure 4E). Using CRISPR/Cas9 technology, we simultaneously mutated all eight motifs in the context of the endogenous *cfi-1* reporter allele (*mNG::AID::cfi-1^8 COE motifs mut^*) by substituting nucleotides known to be critical for DNA binding of UNC-3 orthologs (Treiber et al., 2010a; Wang et al., 1993; Figure 4E). During the L2 stage, expression of *mNG* in MNs is not affected in *mNG::AID::cfi-1 ^8 COE motifs mut^* animals, indicating early *cfi-1* expression occurs normally (Figure 4F). Intriguingly, *mNG* expression is significantly down-regulated in cholinergic MNs at later larval (L4) and adult (day 1) stages, resembling the phenotype of *unc-3* null mutants (Figure 4F). We conclude that UNC-3 binds to the distal enhancer and directly acts through one or more of these 8 COE motifs to maintain *cfi-1* expression in cholinergic MNs.

Previous studies in the nervous system have shown that a TF can maintain its own expression via transcriptional activation either by itself (positive auto-regulation), or in partnership with other TFs (Leyva-Díaz and Hobert, 2019; Scott et al., 2005; Xue et al., 1992). We found though that *cfi-1* does not auto-regulate and UNC-3 binding at the distal enhancer occurs normally in *cfi-1* null mutants (Figure 4—figure supplement 1), excluding a potential involvement of CFI-1 in its own maintenance.

### LIN-39 (Scr/Dfd/HOX4-5) and MAB-5 (Antp/HOX6-8) control *cfi-1* expression in cholinergic MNs through the same distal enhancer

If UNC-3 exerts a maintenance role, what are the factors that initiate *cfi-1* expression in MNs? Previous work showed that two Hox proteins, LIN-39 (Scr/Dfd/HOX4-5) and MAB-5 (Antp/HOX6-8), control *cfi-1* expression in MNs (Kratsios et al., 2017). However, analysis was performed at the last larval stage (L4) and transgenic *cfi-1* reporter animals were used. Hence, it is unclear whether LIN-39 and MAB-5 are required for initiation of endogenous *cfi-1*.

Because *lin-39; mab-5* double null mutants are viable (Liu and Fire, 2000), we performed a longitudinal analysis and found that expression of the endogenous *mNG::AID::cfi-1* reporter in cholinergic MNs is severely affected at embryonic (3-fold), larval (L2, L4) and adult (D1) stages (Figure 5A–C). Since onset of *cfi-1* expression occurs at the 3-fold embryonic stage (Figure 4B), these results suggest LIN-39 and MAB-5 are required for *cfi-1* initiation. Conversely, initiation of *cfi-1* expression is not affected in a null mutant of *unc-3* (Figure 5B–C). Moreover, available ChIP-Seq data from modENCODE (Boyle et al., 2014) indicate that LIN-39 and MAB-5 bind to the *cfi-1* distal enhancer (Figure 5A). Expression of a 2.5 kb transgenic *cfi-1* reporter (reporter #7) that carries the distal enhancer is significantly affected in *lin-39; mab-5* double mutants at early larval (L2) stages (Figure 5A,D). These results strongly suggest that LIN-39 and MAB-5 activate *cfi-1* expression directly. Although the DNA sequence of the MAB-5 binding site is not known, mutation of a single, bioinformatically predicted LIN-39 binding site (wild-type: aaTTGAtg >mutated: aaGGGGtg) within the enhancer led to a decrease in reporter gene expression at L2 (Figure 5A,E). This decrease was weaker compared to *lin-39; mab-5* double mutants (Figure 5C), likely due to compensation by MAB-5. Indeed, LIN-39 and MAB-5 appear to act synergistically because endogenous *cfi-1* expression (*mNG::AID::cfi-1*) is mildly affected in *lin-39* single mutants, but severely affected in *lin-39; mab-5* double mutants (Figure 5F). We conclude that the Hox proteins LIN-39 and MAB-5 are necessary for *cfi-1* initiation in cholinergic MNs (left panel, Figure 5G), and act through the same distal enhancer utilized by UNC-3 to maintain *cfi-1* (right panel, Figure 5G).

**Figure 5.**
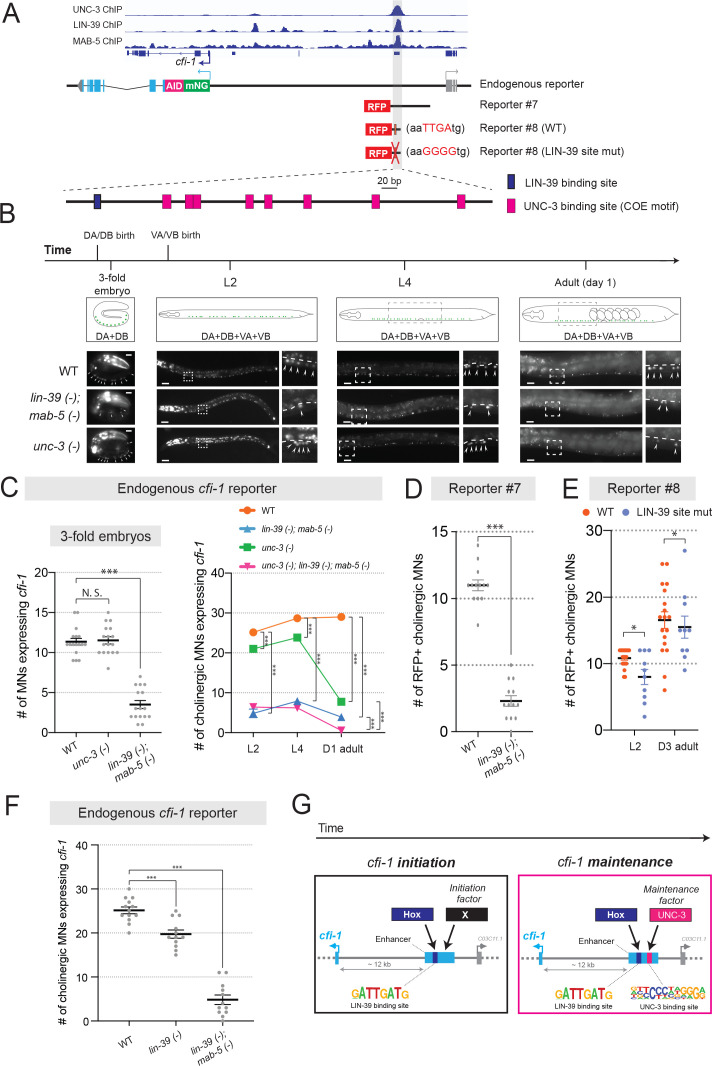
UNC-3 and Hox control *cfi-1* expression in cholinergic MNs. (**A**) A snapshot of UNC-3 (L2 stage), LIN-39 (L3 stage), and MAB-5 (L2 stage) ChIP-Seq signals at the *cfi-1* locus. UNC-3, LIN-39, and MAB-5 bind to the same *cfi-1* enhancer (highlighted in gray). Below: Schematics illustrating the reporters used in the rest of the figure. (**B**) Representative images showing the expression of the *mNG::AID::cfi-1* in WT (same images shown in Figure 4B), *unc-3 (n3435)*, and *lin-39 (n1760); mab-5 (e1239)* animals during 3-fold embryonic, L2, L4, and day 1 adult stages. *cfi-1* is expressed in four cholinergic MN subtypes (DA, DB, VA, and VB). DA and DB are born embryonically, while VA and VB are born post-embryonically. Areas highlighted in dashed boxes are enlarged and presented on the right side of each picture. mNG+ MNs are annotated with arrowheads. Scale bars, 5 μm (3-fold embryos); 20 μm (larvae and adults). (**C**) Quantification of the number of cholinergic MNs expressing the endogenous *cfi-1* reporter (*mNG::AID::cfi-1)* in WT animals, *unc-3 (n3435)* mutants, *lin-39 (n1760); mab-5 (e1239)* double mutants, and *unc-3 (n3435); lin-39 (n1760); mab-5 (e1239)* triple mutants during 3-fold embryonic, L2, L4, and day 1 adult stages (N ⩾ 12). N.S.: not significant, ***p<0.001. A red fluorescent marker (*ttr-39::mCherry*) for GABAergic MNs was used to exclude these neurons from the quantification. Cholinergic MNs expressing *cfi-1* were positive for mNG and negative for mCherry. (**D**) Quantification of the expression of transgenic *cfi-1* reporter #7 in WT and *lin-39 (n1760); mab-5 (e1239)* animals at L2 stage (N = 13). Reporter expression is strongly affected in *lin-39 (-); mab-5 (-)* double mutants. ***p<0.001. (**E**) Quantification of the WT transgenic reporter #8 and the same reporter with the LIN-39 binding site mutated (point mutations) at larval (**L2**) and adult (**D3**) stages (N ⩾ 13). *p<0.05. (**F**) Quantification of the expression of the *mNG::AID::cfi-1* allele in WT animals, *lin-39 (n1760)* single mutants, and *lin-39 (n1760); mab-5 (e1239)* double mutants at the L2 stage (N ⩾ 12). While the number of cholinergic MNs with *cfi-1* expression is mildly decreased in *lin-39* single mutants, more severe effects are observed in double mutants. ***p<0.001. (**G**) Schematic summarizing the mechanisms underlying initiation and maintenance of *cfi-1* expression in cholinergic MNs.

**Figure 5—figure supplement 1.**
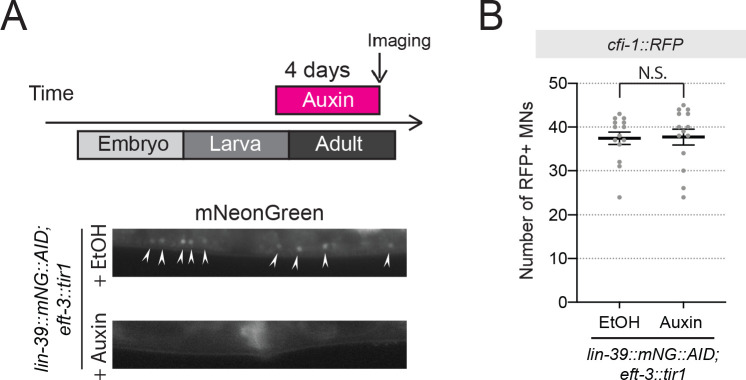
Auxin-inducible depletion of LIN-39 at larval stage 4 (**L4**) does not affect *cfi-1* expression in nerve cord MNs. (**A**) Representative images showing expression of LIN-39::mNG::AID after treatment with ethanol and auxin (negative control). LIN-39::mNG::AID is degraded and mNG fluorescent signal becomes undetectable in MNs, when worms are imaged after 4 days of auxin treatment. Arrowheads indicate MN nuclei in the nerve cord. (**B**) Knock-down of *lin-39::mNG::AID* starting at the L4 stage (onset of auxin treatment at L4) did not affect *cfi-1^2.5kb^::RFP* expression in adult animals 4 days later (N ⩾ 13). N.S.: not significant. The number of MNs expressing *cfi-1^2.5kb^::RFP* was quantified.

**Figure 5—figure supplement 2.**
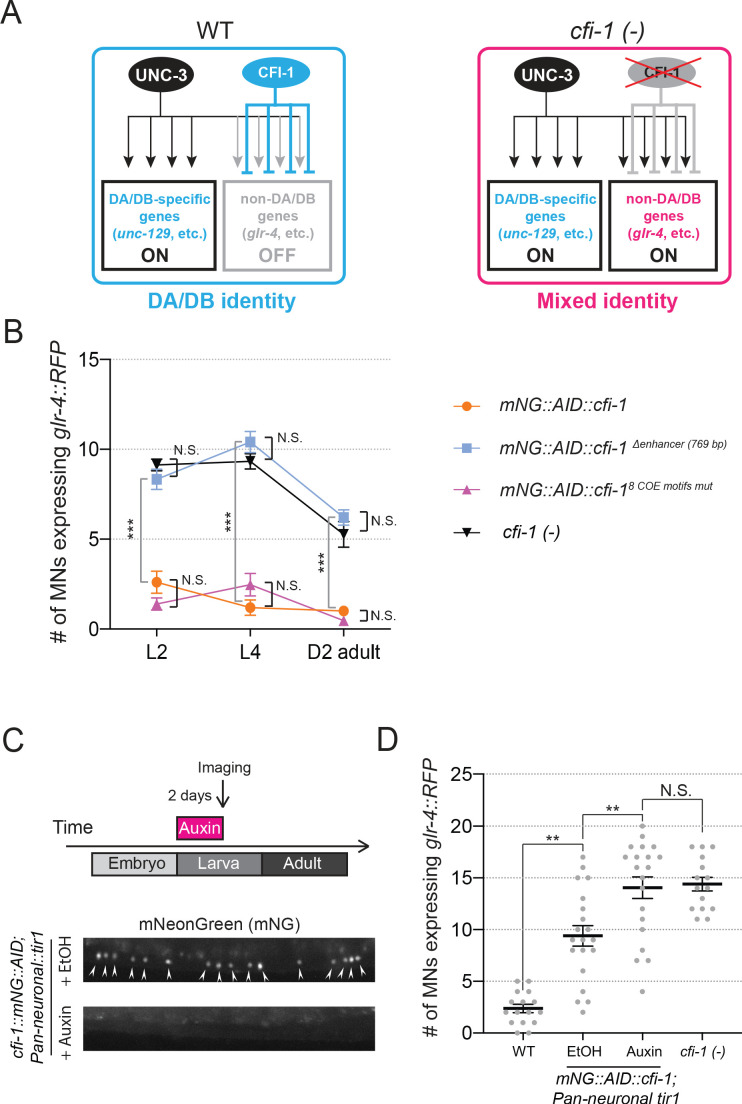
CFI-1 is required post-embryonically to maintain DA and DB neuronal identities. (**A**) CFI-1 regulates DA and DB MN identity by repressing the glutamate receptor subunit *glr-4/GluR* and possibly other genes. In *cfi-1 (-)* mutants, *glr-4/GluR* becomes ectopically activated by UNC-3 in DA and DB MNs, and these neurons adopt a mixed molecular identity. (**B**) Quantification of the number of MNs expressing *glr-4::RFP* in *mNG::AID::cfi-1* worms, worms carrying the *cfi-1* enhancer deletion (*mNG::AID::cfi-1 ^Δ enhancer (769 bp)^)*, worms with mutated COE motifs (*mNG::AID::cfi-1^8 COE motifs mut^*), as well as in *cfi-1* null mutants at L2, L4, and day 2 adult stages (N = 15). N.S.: not significant, *** p < 0.001. The remaining expression of *cfi-1* in ~ 15 MNs of *mNG::AID::cfi-1^8 COE motifs mut^* animals (Figure 4F) is likely the reason for not observing *glr-4/GluR* ectopic expression in MNs of these animals. (**C**) Representative images showing expression of mNG::AID::CFI-1 after treatment with ethanol and auxin. Upon two days of continuous auxin treatment (onset of treatment at L1), mNG::AID::CFI-1 is degraded and mNG expression in MNs (arrowheads) becomes undetectable. (**D**) Quantification of MNs expressing *glr-4::RFP* was performed on L4 worms (2 days after the onset of auxin treatment). Some mild hypomorphic effects in the expression of *glr-4::RFP* was observed in the EtOH group (negative control), potentially due to mild reduction in CFI-1 levels triggered by TIR1 even in the absence of auxin. A significant increase in the number of MNs expressing *glr-4::RFP* was evident in auxin-treated worms in comparison to control animals. WT and *cfi-1 (-)* data are also provided for comparison. N ⩾ 20. N.S.: not significant, **p<0.01.

**Figure 5—figure supplement 3.**
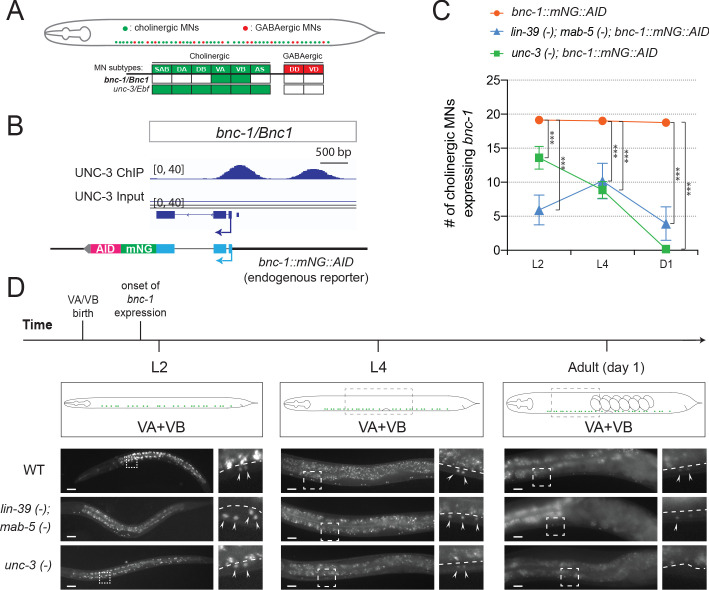
Hox proteins and UNC-3 control *bnc-1* expression in VA and VB neurons. (**A**) Schematic summarizing the expression of *bnc-1/Bnc1* and *unc-3/Ebf* in MN subtypes of the *C. elegans* ventral nerve cord. (**B**) A snapshot of UNC-3 ChIP-Seq and input (negative control) signals at the *cis-*regulatory region of *bnc-1*. (**C**) Quantification of expression of the endogenous reporter *bnc-1::mNG::AID* in WT, *unc-3 (n3435)*, and *lin-39 (n1760); mab-5 (e1239)* animals during L2, L4, and day 1 adult stages (N ⩾ 12). ***p<0.001. (**D**) Representative images of the endogenous reporter *bnc-1::mNG::AID* in WT, *unc-3 (e151)*, and *lin-39 (n1760); mab-5 (e1239)* animals during L2, L4, and day 1 adult stages. *bnc-1* is expressed in two cholinergic MN subtypes (VA and VB). Areas highlighted in dashed boxes are enlarged and presented on the right side of each picture. Arrowheads point to nuclei of VA and VB neurons that express the reporter. Above the white dashed line lies the intestine, which is autofluorescent in the green channel. Scale bar, 20 μm.

Because LIN-39 and MAB-5 are continuously expressed – from embryo through adulthood – in cholinergic MNs (Feng et al., 2020), it is likely that these Hox proteins, like UNC-3, are also required for maintenance. To test this, we used the AID system and depleted the endogenous LIN-39 protein at the last larval stage (L4) by using a previously described *lin-39::mNG::AID* allele (Feng et al., 2020; Zhang et al., 2015). However, expression of *cfi-1* was unaffected in the adult (Figure 5—figure supplement 1). This negative result could be attributed to low and undetectable levels of LIN-39 and/or functional compensation by MAB-5. We therefore used *lin-39; mab-5* double (null) mutants and crossed them to *unc-3* null animals. Of note, Hox genes (*lin-39, mab-5)* and *unc-3* do not cross-regulate their expression (Kratsios et al., 2017). If Hox proteins, similar to UNC-3, are required for *cfi-1* maintenance in cholinergic MNs, stronger effects should be present in *unc-3; lin-39; mab-5* triple mutants compared to *unc-3* single mutants. Indeed, we found this to be the case in day 1 adult animals (graph on the right, Figure 5C). Supporting a maintenance role for Hox, mutation of the LIN-39 binding site within the *cfi-1* enhancer (reporter #8) led to a sustained decrease in reporter gene expression from L2 to adult stages (Figure 5E).

Together, our findings suggest the Hox proteins LIN-39 and MAB-5 control initiation and maintenance of *cfi-1* in cholinergic MNs via the same distal *cis*-regulatory region (enhancer) utilized by UNC-3 to maintain *cfi-1* (Figure 5G). However, this region bears distinct UNC-3 and LIN-39 binding sites.

### *cfi-1/Arid3a* is required post-embryonically to maintain MN subtype identity

Expression of *cfi-1* in cholinergic MNs (DA, DB, VA, VB) is maintained throughout life by Hox and UNC-3 (Figure 5G). But why is it important to ensure continuous *cfi-1* expression? Although its function in VA and VB remains unknown, CFI-1 is required during early development to establish the identity of DA and DB subtypes by acting as a transcriptional repressor (Kerk et al., 2017). In *cfi-1* null animals, glutamate receptor subunit 4 (*glr-4/GluR),* a terminal identity gene normally activated by UNC-3 in another MN subtype (SAB), becomes ectopically expressed in DA and DB neurons (Figure 5—figure supplement 2). In animals lacking *cfi-1* expression specifically in MNs at all stages (*mNG::AID::cfi-1^Δ enhancer (769 bp)^,* Figure 4A–B), we also observed ectopic *glr-4* expression in these neurons (Figure 5—figure supplement 2). Hence, early global removal of *cfi-1,* or MN-specific loss of *cfi-1* both lead to DA and DB neurons adopting a mixed identity. However, whether CFI-1 is required post-embryonically to continuously prevent DA and DB from obtaining a mixed identity is not known.

To enable CFI-1 protein depletion selectively at post-embryonic stages, we used the *mNG::AID::cfi-1* reporter allele (Figure 4A), which also serves as a conditional allele as it carries the auxin-inducible degron (AID) (Zhang et al., 2015). Auxin administration at the first larval (L1) stage resulted in efficient depletion of *mNG::AID::cfi-1* expression, which was undetectable 2 days later (Figure 5—figure supplement 2). At the L3 stage (2 days upon continuous auxin treatment), we observed ectopic expression of *glr-4* in DA and DB neurons. These results suggest that CFI-1 is required post-embryonically to prevent DA and DB neurons from adopting mixed identity, underscoring the critical role of UNC-3 and Hox in maintaining *cfi-1* expression (Figure 5G).

### Minimal disruption of temporal modularity in UNC-3 function leads to locomotion defects

Animals carrying *unc-3* null alleles display severe locomotion defects (Feng et al., 2020), likely due to combined defects in the expression of UNC-3 targets from both ‘initiation and maintenance’ and ‘maintenance-only’ modules (Figure 3C). Genes from the ‘initiation and maintenance’ module include (among others) terminal identity genes coding for ACh biosynthesis components (Figure 3A). Hence, it is conceivable that loss of *unc-3* can lead to defects in ACh biosynthesis, likely contributing to locomotion defects. However, it is unclear whether, in cholinergic MNs, the maintained expression of any of the UNC-3 targets from the ‘maintenance-only’ module is critical for locomotion. To test this, we focused on c*fi-1/Arid3a* and used the CRISPR-engineered allele (*mNG::AID::cfi-1 ^8 COE motifs mut^*) that selectively affects maintenance, but not initiation, of *cfi-1* expression in cholinergic MNs (Figure 4E–F). This allele minimally disrupts temporal modularity in UNC-3 function because UNC-3 can still control all its targets from both modules (Figure 3C), except one (*cfi-1*). As controls, we used animals carrying: (a) the endogenous *cfi-1* reporter allele (*mNG::AID::cfi-1),* (b) a putative null *cfi-1* allele (*ot786*) (Kerk et al., 2017), in which *cfi-1* activity is affected in MNs and other neuron types of the motor circuit (Pereira et al., 2015; Shaham and Bargmann, 2002), and (**c**) a deletion of the distal enhancer (*mNG::AID::cfi-1^Δenhancer(769 bp)^*), in which both initiation and maintenance of *cfi-1* are abrogated in nerve cord MNs (Figure 6A). We performed a high-resolution behavioral analysis of freely moving adult (day 2) animals of the above genotypes using automated multi-worm tracking technology (Javer et al., 2018b; Yemini et al., 2013). We found several features related to *C. elegans* locomotion (*e.g.,* body curvature, velocity) severely affected in *cfi-1 (ot786)* putative null animals (Figure 6B–G). Compared to *cfi-1* null mutants, animals carrying the *mNG::AID::cfi-1 ^8 COE motifs mut^* allele (selective disruption of *cfi-1* maintenance) display milder, but statistically significant locomotion defects in the adult (Figure 6B–G). As expected, these defects were also present in animals carrying the *mNG::AID::cfi-1 ^Δenhancer (769 bp)^* allele, in which both initiation and maintenance of *cfi-1* expression is affected. In summary, we specifically disrupted in cholinergic MNs the maintained expression of a single UNC-3 target (*cfi-1* from the ‘maintenance-only’ module) by using the *mNG::AID::cfi-1 ^8 COE motifs mut^* allele and observed locomotion defects. This analysis suggests that minimal disruption of temporal modularity in UNC-3 function can affect animal behavior.

**Figure 6.**
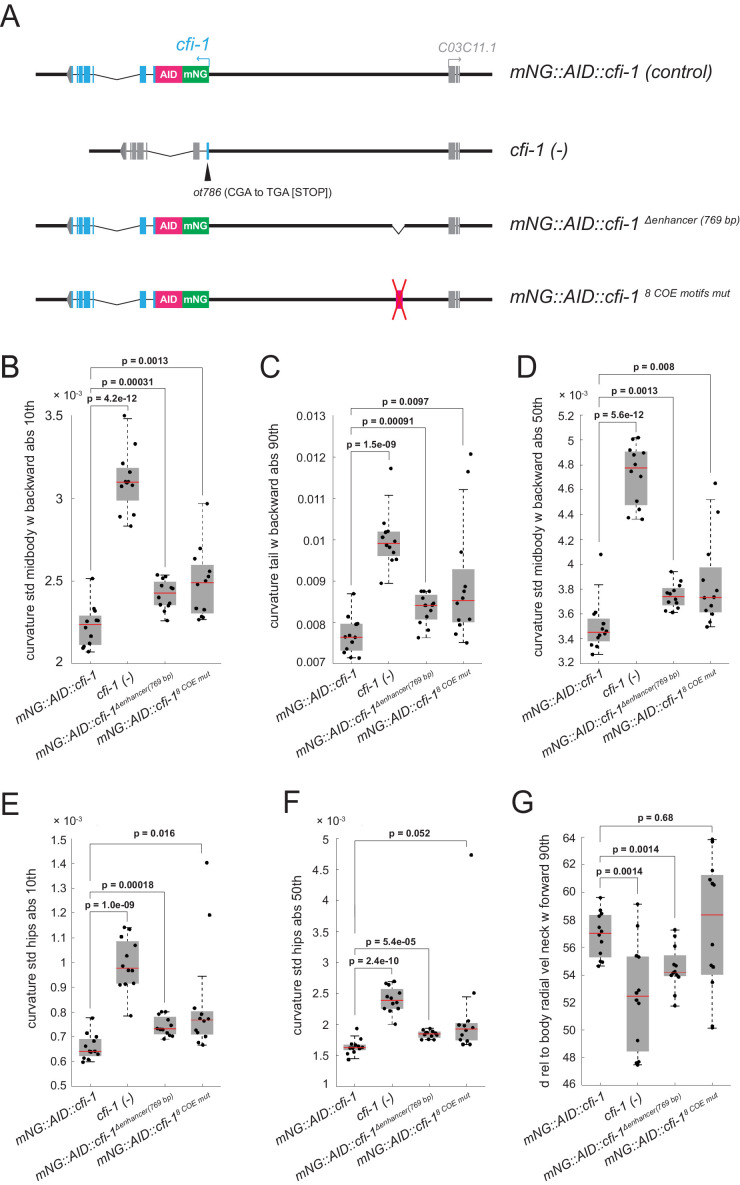
Minimal disruption of temporal modularity in UNC-3 function leads to locomotion defects. (**A**) Schematics illustrating four *cfi-1* alleles tested for behavioral analysis. (**B–G**) Examples of six locomotion features significantly disrupted in animals carrying a putative null (*ot786*) allele for *cfi-1*. Locomotion analysis was performed on day 2 adult worms. Animals lacking *cfi-1* expression (initiation and maintenance) specifically in MNs (*mNG::AID::cfi-1 ^Δenhancer (769 bp)^*) and animals unable to maintain *cfi-1* expression in cholinergic MNs (*mNG::AID::cfi-1^8 COE motifs mut^*) display locomotion defects when compared to control *mNG::AID::cfi-1* animals. As expected, these defects are milder when compared to animals carrying the *cfi-1* (*ot786*) allele. Panels B-F show locomotion features related to body curvature, whereas panel G shows radial velocity of the neck. A detailed description of each locomotion feature is provided below. (**B**) curvature_std_mid-body_w_backward_abs_10th: 10th percentile of the absolute value of the standard deviation of the curvature of the mid-body, while worm is moving backwards. (**C**) curvature_tail_w_backward_abs_90th: 90th percentile of the absolute value of the curvature of the tail, while worm is moving backwards. (**D**) curvature_std_mid-body_w_backward_50th: 50th percentile of the standard deviation of the curvature of the mid-body, while worm is moving backwards. (**E**) curvature_std_hips_abs_10th: 10th percentile of the absolute value of the standard deviation of the curvature of the hips. (**F**) curvature_std_hips_abs_50th: 50th percentile of the absolute value of the standard deviation of the curvature of the hips. (**G**) d_rel_to_body_radial_vel_neck_w_forward_90th: 90th percentile of the derivative of radial velocity of the neck relative to the centroid of the mid-body points, while worm is moving forwards.

### Hox proteins and UNC-3 control *bnc-1/BNC* expression in cholinergic MNs

Our *cis*-regulatory analysis suggested that five TFs (*cfi-1/Arid3a, bnc-1/BNC1-2, mab-9/Tbx20, ceh-44/CUX1-2, nhr-40/nuclear hormone receptor)* require UNC-3 selectively for maintenance (Figure 3B). An in-depth analysis of *cfi-1/Arid3a* revealed that Hox proteins (LIN-39, MAB-5) and UNC-3 ensure the continuous expression of *cfi-1* in subsets of *unc-3*-positive MNs (Figures 3–5). We next asked whether a similar mechanism applies to the regulation of *bnc-1*/BNC, which is also expressed in a subset of *unc-3*-positive MNs (VA, VB) and prevents them from adopting a mixed identity (Figure 5—figure supplement 3; Kerk et al., 2017). Using an endogenous reporter allele (*bnc-1::mNG::AID*), we found that LIN-39 and MAB-5 are required for *bnc-1* expression at all stages examined (L2, L4, day 1 adult; Figure 5—figure supplement 3), suggesting a role for Hox in *bnc-1* initiation and maintenance. Next, we found that UNC-3 is absolutely required for *bnc-1* maintenance in the adult (day 1), albeit weaker effects were also observed at L2 and L4 (Figure 5—figure supplement 3). Similar to *cfi-1*, these findings strongly suggest that endogenous *bnc-1* expression depends on Hox and UNC-3.

### Temporal modularity of UNC-30/PITX function in GABAergic MNs

Is temporal modularity observed in the function of other terminal selectors? To address this, we focused on UNC-30/PITX, the terminal selector of GABAergic MN (DD, VD) identity in the *C. elegans* nerve cord (Figure 7A; Jin et al., 1994). UNC-30/PITX is known to directly activate the expression of several terminal identity genes (e.g., *unc-25*/GAD [glutamic acid decarboxylase], *unc-47*/VGAT [vesicular GABA transporter])(Eastman et al., 1999), but a longitudinal analysis of target gene expression in *unc-30* null animals is lacking. Using reporter strains and methodologies similar to those used for UNC-3, we found that terminal identity gene (*unc-25*/GAD, *unc-47*/VGAT) expression is affected in GABAergic MNs of *unc-30* mutants at all stages examined (3-fold embryo, L2, L4, adult [day 1]) (Figure 7B,D), suggesting a requirement for initiation and maintenance. As mentioned earlier (Figure 4C), *cfi-1* is also expressed in GABAergic MNs (Figure 7A). Since UNC-3 is required for *cfi-1* maintenance in cholinergic MNs, we asked whether UNC-30/PITX plays a similar role to maintain *cfi-1* expression in GABAergic MNs. We found no effect at the embryonic stage (3-fold), but progressively stronger effects at larval (L2, L4) and adult (day 1) stages (Figure 7C), indicating that, in GABAergic MNs, UNC-30/PITX is selectively required for the maintenance, but not initiation of *cfi-1* expression. Taken together, our findings indicate that, like UNC-3 in cholinergic MNs (Figure 3C), the function of UNC-30 in GABAergic MNs is organized into two modules (module #1: initiation and maintenance; module #2: maintenance-only) (Figure 7D–E), suggesting temporal modularity may be a shared feature among terminal selector type-TFs.

**Figure 7.**
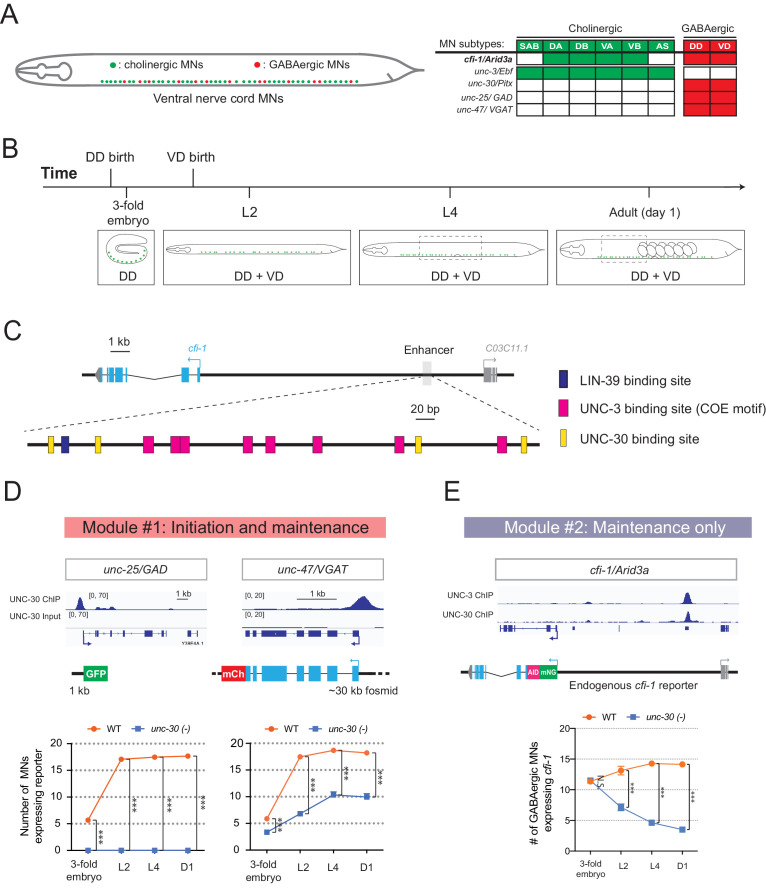
Temporal modularity in UNC-30/Pitx function in GABAergic MNs. (**A**) Schematic summarizing the expression of *cfi-1/Arid3a, unc-3/Ebf, unc-30/Pitx, unc-25/GAD,* and *unc-47/VGAT* in MN subtypes of the *C. elegans* ventral nerve cord. (**B**) Schematic showing time of birth and cell body position of GABAergic nerve cord MNs. DD neurons are born embryonically. VD neurons are born post-embryonically. (**C**) Bioinformatic analyses predict 4 UNC-30 binding sites (yellow boxes) in the *cfi-1* enhancer. The location of UNC-3 and LIN-39 binding sites are also shown. (**D**) Top: snapshots of UNC-30 ChIP-Seq and input (negative control) signals at the *cis*-regulatory regions of 2 GABAergic terminal identity genes (*unc-25/GAD, unc-47/VGAT*). Bottom: quantification of the expression of transgenic reporters in WT and *unc-30 (e191)* animals at four different developmental stages – 3-fold embryo, L2, L4, and day 1 adults (N = 15). UNC-30 is required for both initiation and maintenance of *unc-25/GAD* and *unc-47/VGAT*. ***p<0.001. (**E**) Top: a snapshot of UNC-3 ChIP-Seq and UNC-30 ChIP-Seq signals at the *cfi-1* locus. Bottom: quantification of the number of MNs expressing the endogenous reporter *mNG::AID::cfi-1* in WT and *unc-30 (e191)* animals. All *cfi-1*-expressing MNs in the ventral cord (cholinergic and GABAergic MNs) were counted in 3-fold embryos due to a lack of a specific marker that labels GABAergic MNs in embryos. Expression of *cfi-1* specifically in GABA neurons was quantified at L2, L4, and day 1 adult stages (N ⩾ 12). At those stages, cholinergic MNs were identified based on a fluorescent marker (*cho-1::mChOpti*), which are ruled out during scoring. GABAergic MNs were scored positive for *cfi-1* expression when the *mNG::AID::cfi-1* (green) expression co-localized with *ttr-39::mCherry* (red). N.S.: not significant, ***p<0.001.

To gain mechanistic insights, we analyzed available UNC-30 ChIP-Seq data at the L2 stage (Yu et al., 2017). UNC-30 binds to the *cis*-regulatory region of terminal identity genes (*unc-25*/GAD, *unc-47*/VAGT) (Figure 7D), confirming previous observations (Eastman et al., 1999). UNC-30 also binds to the same distal enhancer of *cfi-1* in GABAergic MNs, as UNC-3 does in cholinergic MNs (Figure 7E). However, the UNC-30 binding sites are distinct from the UNC-3 sites in this enhancer (Figure 7C). CRISPR-mediated deletion of this enhancer abolished *cfi-1* expression in both cholinergic and GABAergic MNs (Figure 4A–B). This finding suggests that maintenance of *cfi-1* expression in two different neuron types relies on the same enhancer receiving UNC-30/PITX input in GABAergic MNs and UNC-3/EBF input in cholinergic MNs. Interestingly, these results provide an example of ‘enhancer pleiotropy’ (Sabarís et al., 2019), in which the same *cis*-regulatory element is used to control gene expression in different neuron types.

## Discussion

Terminal selectors are continuously expressed TFs that determine the identity and function of individual neuron types (Hobert, 2008; Hobert, 2016b). However, the breadth of biological processes controlled by terminal selectors remains unclear. Moreover, whether terminal selectors control an identical suite of target genes across different life stages, or the suite of targets can change over time is largely unexplored. Filling such knowledge gaps can help us understand how cellular identity is established during development and maintained throughout life, a fundamental goal in the field of developmental biology. In this study, we focus on UNC-3/Ebf, the terminal selector of cholinergic MNs in the *C. elegans* nerve cord. Through ChIP-Seq, we identify in an unbiased manner the direct targets of UNC-3, uncovering the breadth of biological processes potentially controlled by this terminal selector. Unexpectedly, we find two groups of target genes with distinct temporal requirements for UNC-3 in cholinergic MNs. One group encodes different classes of proteins (e.g., receptors, transporters) that require UNC-3 activation at all life stages examined. However, a second group exclusively encodes MN-specific TFs that selectively require UNC-3 for maintenance of their expression at late larval and adult stages. Hence, the suite of UNC-3 targets in cholinergic MNs is partially modified across different life stages, a phenomenon we term ‘temporal modularity’ in terminal selector function. Minimal disruption of this modularity by selectively removing the ability of UNC-3 to maintain expression of a single target gene (the TF *cfi-1/Arid3a* from the second group) led to locomotion defects, highlighting the necessity of temporal modularity for animal behavior.

### Temporal modularity in terminal selector function may represent a general principle for neuronal subtype diversity

Why is there a need for temporal modularity in the function of continuously expressed TFs, such as terminal selectors? The case of UNC-3 suggests that temporal modularity is necessary for generating and maintaining neuronal subtype diversity. UNC-3 is continuously expressed in six MN subtypes (SAB, DA, DB, VA, VB, AS) of the *C. elegans* ventral nerve cord (Figure 4C; Pereira et al., 2015). However, most UNC-3 targets from either module (modules # 1 and #2, Figure 3C) are expressed in some, but not all, of these subtypes. By ensuring the continuous expression of genes from module #1 (‘initiation and maintenance’ module, Figure 3C), such as terminal identity genes [(Kratsios et al., 2011) and this study], UNC-3 consolidates the unique identity of each MN subtype. However, target genes from module #2 (‘maintenance-only’ module, Figure 3C) escape initiation by UNC-3, but do require UNC-3 for maintenance. Interestingly, all module #2 targets code for TFs (*cfi-1/Arid3a, bnc-1/BNC1-2, mab-9/Tbx20, ceh-44/Cux1, nhr-40*), specifically expressed in subsets of the six subtypes (SAB, DA, DB, VA, VB, AS) (Kerk et al., 2017 and this study). Three of these factors (*cfi-1/Arid3a, bnc-1/Bnc1, mab-9/Tbx20)* are thought to act as transcriptional repressors to prevent the adoption of mixed MN identity (Kerk et al., 2017). For example, loss of *cfi-1* during early development results in ‘mixed’ identity of DA and DB subtypes, as these cells, in addition to their normal molecular signature, also acquire expression of genes (e.g., *glr-4*/GluR) normally expressed in other MNs (Figure 5—figure supplement 2). Through protein depletion experiments at post-embryonic stages, we show here that CFI-1 is continuously required to prevent DA and DB neurons from acquiring a mixed identity. Hence, UNC-3 indirectly maintains the unique identity of individual MN subtypes (DA, DB) by selectively maintaining expression of the TF *cfi-1* (from module #2) during late larval and adult stages. In addition, UNC-3 acts directly to control DA and DB identity by ensuring the continuous expression of *unc-129/TGFb*, a DA- and DB-specific terminal identity gene (from module #1) (Figure 3A, Figure 5—figure supplement 2). Hence, temporal modularity in UNC-3 function can be envisioned as a ‘double safety’ mechanism for the generation and maintenance of MN diversity.

The mechanism of temporal modularity may represent a general paradigm of how terminal selectors establish and maintain subtype identity within a class of functionally related neurons. Indeed, the same terminal selector is often continuously expressed in multiple subtypes of a given neuronal class (Hobert and Kratsios, 2019). In mice, for example, the terminal selectors Nurr1 and Pet-1 are expressed in several subtypes of dopaminergic and serotonergic neurons, respectively (Kadkhodaei et al., 2009; Okaty et al., 2015). However, future studies are needed to determine whether temporal modularity in the function of these terminal selectors is necessary for establishing and maintaining neuronal subtype identity.

### Temporal modularity offers key insights into how terminal selectors control neuronal identity over time

The prevailing hypothesis of how terminal selectors establish and maintain neuronal identity is that they bind constantly, from development through adulthood, on the *cis*-regulatory region of terminal identity genes, and thereby continuously activate their expression (Deneris and Hobert, 2014; Hobert, 2008; Hobert and Kratsios, 2019). For most terminal selectors, however, biochemical evidence for binding and longitudinal analysis of terminal selector mutant animals are currently lacking. Our analysis on module #1 genes (e.g., terminal identity genes) supports the aforementioned hypothesis; ChIP-Seq for UNC-3 demonstrated binding on these genes (Figure 3A,C). Moreover, our longitudinal genetic analysis combined with the UNC-3 protein depletion experiments in adult MNs demonstrate that UNC-3 is continuously required to maintain terminal identity gene expression.

Interestingly, the analysis on module #2 genes provides new mechanistic insights into how terminal selectors control neuronal identity over time. Instead of constantly activating the same set of genes, as predicted by the above hypothesis, terminal selectors can also partially modify the suite of their target genes at different life stages (temporal modularity), suggesting their function can be more dynamic than previously thought. This is based on the finding that UNC-3 is selectively required for maintenance, not initiation, of five conserved TF-encoding genes from module #2 (*cfi-1/Arid3a, bnc-1/BNC1-2, mab-9/Tbx20, ceh-44/Cux1, nhr-40)* (Figure 3B–C). Hence, some targets (module #1) require constant UNC-3 input from development through adulthood, whereas others (module #2) require UNC-3 only for maintenance.

By honing in on one TF (*cfi-1/Arid3a)* downstream of UNC-3, we identify a mechanism that potentially enables initiation and maintenance of module #2 genes (Figure 5G). That is, the Hox proteins LIN-39 and MAB-5 control initiation of *cfi-1/Arid3a* in cholinergic MNs independently of UNC-3, but *cfi-1* maintenance in these same neurons depends on both Hox and UNC-3 (Figure 5G). Mechanistically, we propose that Hox-dependent initiation and Hox/UNC-3-dependent maintenance of *cfi-1* are ‘funneled’ through the same distal enhancer, which bears both Hox and UNC-3 binding sites. This suggests embryonic initiation and post-embryonic maintenance of expression of a particular gene, in a specific cell type, can be achieved by distinct TF combinations acting upon the same *cis*-regulatory region (enhancer) (Figure 5G). This somewhat surprising mechanism differs from previous fly and mouse studies reporting distinct and physically separated *cis*-regulatory regions necessary for either initiation or maintenance of cell type-specific gene expression (Ellmeier et al., 2002; Johnson et al., 2011; Manzanares et al., 2001; Pfeffer et al., 2002; Rhee et al., 2016).

In summary, our findings critically extend the mechanisms underlying UNC-3 function. Previous work demonstrated that, in cholinergic MNs, UNC-3 not only activates expression of terminal identity genes (Kratsios et al., 2011), but also prevents alternative neuronal identities (Feng et al., 2020). Here, we report that the suite of UNC-3 targets in these neurons can be partially modified at different life stages, offering key insights into how terminal selectors control neuronal identity over time.

### Hox proteins collaborate with stage-specific TFs to establish and maintain MN terminal identity

During early neuronal development, Hox proteins are essential for cell survival, neuronal diversity, and circuit assembly (Baek et al., 2013; Catela et al., 2016; Estacio-Gómez and Díaz-Benjumea, 2014; Karlsson et al., 2010; Miguel-Aliaga and Thor, 2004; Moris-Sanz et al., 2015; Philippidou and Dasen, 2013). However, their post-embryonic neuronal functions remain elusive. Moreover, Hox proteins are often continuously expressed in multiple cell types of a given body region (Baek et al., 2013; Hutlet et al., 2016; Takahashi et al., 2004), raising the question of how do they achieve cell type-specificity in their function. Our findings on mid-body Hox proteins LIN-39 and MAB-5 begin to address this question.

LIN-39 and MAB-5 are continuously expressed in multiple cell types located at the *C. elegans* mid-body region (Clark et al., 1993; Cowing and Kenyon, 1992; Feng et al., 2020; Maloof and Kenyon, 1998). We find that LIN-39 and MAB-5 exert a cell type-specific function; they are required to initiate (in embryo) and maintain (post-embryonically) *cfi-1* expression in specific subsets of cholinergic MNs (DA, DB, VA, VB; Figure 4C). Such specificity likely arises through collaboration with distinct TFs responsible for either initiation or maintenance of *cfi-1* (Figure 5G). Supporting this scenario, Hox (LIN-39, MAB-5) and UNC-3 are co-expressed in DA, DB, VA, and VB neurons (Feng et al., 2020). Moreover, UNC-3 is selectively required for *cfi-1* maintenance (not initiation) in these neurons (Figure 5G). We surmise that other, yet-to-be-identified factors collaborate with Hox proteins at early stages to initiate *cfi-1* expression specifically in DA, DB, VA, and VB neurons. Such initiation-specific factors likely act through the same distal enhancer because its deletion completely abolished *cfi-1* expression in these neurons at early (and late) stages (Figures 4D and 5G). In summary, we propose that Hox proteins collaborate with distinct TFs over time, that is, initiation-specific factors and the terminal selector UNC-3, to ensure continuous expression of *cfi-1/Arid3a* in specific subtypes of cholinergic MNs. This mechanism may extend to the regulation of terminal identity genes, as we previously showed that LIN-39 and UNC-3 are required to maintain expression of *acr-2/* human CHRNA1 (acetylcholine receptor subunit) and *unc-77/* human NALCN (sodium channel) in cholinergic MNs (Feng et al., 2020). Altogether, these findings offer mechanistic insights into the recently proposed hypothesis that Hox proteins in *C. elegans* collaborate with terminal selectors to establish and maintain neuronal terminal identity (Kratsios et al., 2017; Zheng et al., 2015).

### Limitations of this study

By conducting a longitudinal analysis for 14 UNC-3 target genes, we identified two groups with distinct temporal requirements (modules #1 and #2 in Figure 3C). It is likely though that UNC-3 temporally controls other targets through additional modules. For example, animals lacking *unc-3* display severe axon guidance defects in cholinergic MNs (Prasad et al., 1998), but the underlying mechanisms remain unknown. Since axon guidance molecules are often expressed in a transient fashion during early neuronal development, we speculate that UNC-3 may transiently activate expression of such molecules, a possibility that would add another temporal module in UNC-3 function. Another likely scenario is an ‘initiation-only’ module where UNC-3 is responsible only for onset, but not maintenance, of a yet-to-be-identified set of targets.

In addition, the breadth of biological processes controlled by terminal selectors remains largely unknown. Our ChIP-Seq analysis potentially implicates UNC-3 in a range of biological processes. First, this dataset significantly extends previous reports on the role of UNC-3 in neuronal terminal identity (Kim et al., 2005; Kratsios et al., 2011) by identifying hundreds of terminal identity genes (42.18% of total ChIP-Seq hits) as putative UNC-3 targets. Second, the ChIP-Seq dataset suggests new roles for UNC-3 in neuronal metabolic pathways (24.14% of UNC-3 target genes code for enzymes) and gene regulatory networks (24.07% of UNC-3 targets are TFs and nucleic acid-binding proteins). However, future RNA-Sequencing studies in *unc-3*-depleted MNs are necessary to correlate gene expression changes with UNC-3 ChIP-Seq data, and thereby identify *bona fide* targets and biological processes under direct UNC-3 control. Such analysis may also uncover any indirect effects on gene expression in *unc-3*-depleted MNs, perhaps arising due to a partial cell fate transformation previously reported for these neurons (Feng et al., 2020).

### Temporal modularity may be a shared feature among continuously expressed TFs

This study suggests that the suite of targets of two *C. elegans* terminal selectors (UNC-3/Ebf and UNC-30/Pitx) can be modified over time, providing evidence for temporal modularity in their function. Given that terminal selectors, as well as other neuron type-specific TFs with continuous expression, have been described in both invertebrate and vertebrate species (Deneris and Hobert, 2014; Hobert and Kratsios, 2019; Mayer et al., 2018; Mi et al., 2018), it will be interesting to determine the potential generality of the temporal mechanism described here. Supporting this possibility, the terminal selector of serotonergic neurons in mice (Pet-1) activates expression of serotonin biosynthesis proteins during development, but appears to switch transcriptional targets at later life stages (Wyler et al., 2016). Outside the nervous system, cell type-specific TFs with continuous expression have been described in worms, flies and mice (Pikkarainen et al., 2004; Soler et al., 2012; Wiesenfahrt et al., 2016; Zhou et al., 2017). Future studies will determine whether the principle of temporal modularity is widely employed for the control of cell type identity.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Caenorhabditis elegans*)	*unc-3*	Wormbase	WBGene00006743	
Gene (*C. elegans*)	*cfi-1*	Wormbase	WBGene00000476	
Gene (*C. elegans*)	*unc-30*	Wormbase	WBGene00006766	
Gene (*C. elegans*)	*lin-39*	Wormbase	WBGene00003024	
Gene (*C. elegans*)	mab-5	Wormbase	WBGene00003102	
Strain, strain background (*C. elegans*)	*unc-3 (n3435)*	Bob Horvitz (MIT, Cambridge MA)	MT10785	Null Allele: deletion
Strain, strain background (*C. elegans*)	*unc-3 (e151)*	Caenorhabditis Genetics Center	CB151	Allele: substitution
Strain, strain background (*C. elegans*)	*lin-39 (n1760)* *mab-5 (e1239)/ht2 III;* *lgIs58 [[gcy-32::gfp]] V*	Caenorhabditis Genetics Center	LE4023	
Strain, strain background (*C. elegans*)	*lin-39 (n1760)/dpy-17* (*e164*) *unc-32* (*e189*) *III*	Caenorhabditis Genetics Center	MT4009	Null Allele: substitution
Strain, strain background (*C. elegans*)	*unc-30 (e191)*	Caenorhabditis Genetics Center	CB845	Allele: substitution
Strain, strain background (*C. elegans*)	*cfi-1 (ot786)*	This paper. Kratsios lab (University of Chicago, IL, USA).	KRA464	Null Allele: substitution - R to STOP (39); Strain was 3x backcrossed
Strain, strain background (*C. elegans*)	*unc-3* (*ot839 [unc-3::gfp]*) *X*	Oliver Hobert (Columbia University, New York NY)	OH13990	CRISPR-generated allele
Strain, strain background (*C. elegans*)	*cfi-1 (kas16* *[mNG::AID::cfi-1]) I*	This paper. Kratsios lab (University of Chicago, IL, USA).	KRA345	CRISPR-generated allele; See Materials and methods - Targeted genome editing
Strain, strain background (*C. elegans*)	*bnc-1 (ot845* *[bnc-1::mNGAID]) V*	Kerk et al., 2017	OH14070	CRISPR-generated allele
Strain, strain background (*C. elegans*)	*lin-39 (kas9* *[lin-39::mNG::AID]) III*	Feng et al., 2020 Jan 3. doi:10.7554/eLife.50065	KRA467	CRISPR-generated allele
Strain, strain background (*C. elegans*)	*unc-3 (ot837* *[unc-3::mNG::AID]) X;* *ieSi57 [Peft-3::TIR1::* *mRuby::unc-54 3’ UTR,* *cb-unc-119(+)] II*	This paper. Kratsios lab (University of Chicago, IL, USA).	KRA376	CRISPR-generated allele
Strain, strain background (*C. elegans*)	*cfi-1 (syb1812* *[A4e_enhancer deletion* *−13,264–12,495 from* *cfi-1 ATG in kas16]* *kas16[cfi-1::mNG::AID]) I*	This paper. Kratsios lab (University of Chicago, IL, USA).	PHX1812	See Materials and methods - Targeted genome editing, and Figure 4A legend
Strain, strain background (*C. elegans*)	*cfi-1 (syb1856 [8 COE* *motifs mut in A4e] kas16* *[cfi-1::mNG::AID]) I*	This paper. Kratsios lab (University of Chicago, IL, USA).	PHX1856	See Materials and methods - Targeted genome editing, and Figure 4E legend
Strain, strain background (*C. elegans*)	*otIs544 [cho-1(fosmid)::* *SL2::mCherry::H2B +* *pha-1(+)]*	Oliver Hobert (Columbia University, New York NY)	OH13646	
Strain, strain background (*C. elegans*)	*juIs14 [acr-2p::GFP +* *lin-15(+)] IV.*	Caenorhabditis Genetics Center	CZ631	
Strain, strain background (*C. elegans*)	*otIs426 [Punc-17_1 kb::* *YFP, Pmyo-2::GFP]*	Oliver Hobert (Columbia University, New York NY)	OH11454	
Strain, strain background (*C. elegans*)	*evIs82b [unc-129::* *GFP + dpy-20(+)] IV.*	Oliver Hobert (Columbia University, New York NY)	OH1894	
Strain, strain background (*C. elegans*)	*otIs476 [glr-4 prom::* *TagRFP + pha-1(+)]*	Kerk et al., 2017	OH12052	
Strain, strain background (*C. elegans*)	*otIs477 [glr-4 prom::* *TagRFP + pha-1(+)]*	Oliver Hobert (Columbia University, New York NY)	OH12053	
Strain, strain background (*C. elegans*)	*vsIs48 [unc-17::GFP]*	Caenorhabditis Genetics Center	LX929	
Genetic reagent (*C. elegans*)	*Pcfi-1_8.17 kb::GFP*	Shaham and Bargmann, 2002	nsEx37	See Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_−11,329 bp* *−13,824 bp::RFP*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx12 kasEx182 kasEx183	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_2.77 kb(993 bp* *to 3,764 bp)::rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx184 kasEx185 kasEx186	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_1.72 kb (547 bp* *to −1,173 bp)::rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx187 kasEx188 kasEx189	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_1.71 kb (−1,164 bp* *to −2,875 bp): :rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx190 kasEx191 kasEx192	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_3.27 kb(−2,865 bp* *to −6,141 bp)::rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx193 kasEx194 kasEx195	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_3.18 kb(−8,162 bp* *to −11,346 bp): :rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx196 kasEx197	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_552 bp(−11,329 bp* *to −11,881 bp): :rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx198 kasEx199 kasEx200	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_383 bp(−11,851 bp* *to −12,234 bp): :rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx201 kasEx202 kasEx203	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_499 bp(−12,223 bp* *to −12,722 bp)::rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx204 kasEx205	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*cfi-1_579 bp(−12,705 bp* *to −13,284 bp)::rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx206 kasEx207 kasEx208	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	cfi-1_561 bp(−13,263 bp to −13,824 bp)::rfp	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx209 kasEx210	See Materials and methods, and Figure 4A legend
Genetic reagent (*C. elegans*)	*nhr-1 (peak 1,–7455* *to −5853)::RFP::* *unc-54 3'UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx211	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*nhr-1 (peak 2,–893 to* *+1535)::RFP::* *unc-54 3'UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx212 kasEx213	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*nhr-40 (peak 1, +938 to* *+1846)::RFP::* *unc-54 3'UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx214 kasEx215	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*nhr-40 (peak 2, +4360* *to +5522)::RFP::* *unc-54 3'UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx216 kasEx217	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*zfh-2::rfp* (12,048 bp to 13,549 bp)	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx218 kasEx219	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*nhr-49 (−803 to +58)::* *RFP::unc-54 3'UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx220 kasEx221	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*nhr-19 (+1250 to* *+2302)::RFP::unc-54* *3'UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx222 kasEx223	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*ccch-3 (Peak 1, 0 to* *−387)::RFP::* *unc-54 3’UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx224 kasEx225	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*ztf-17 (Peak 1, 0 to* *−1034)::RFP::* *unc-54 3’UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx226 kasEx227	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*ztf-26 (Peak 1,–1341* *to +753)::RFP::* *unc-54 3’UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx228 kasEx229	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*ztf-26 (Peak 2, +909* *to +3394)::RFP::* *unc-54 3’UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx230 kasEx231	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*mab-9 (−5569 to* *−3768)::RFP::unc-54* *3'UTR*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx232 kasEx233	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Genetic reagent (*C. elegans*)	*ceh-44 (1,605 bp* *to 3,111 bp): :rfp*	This paper. Kratsios lab (University of Chicago, IL, USA).	kasEx234 kasEx235	See Materials and methods - Generation of transgenic animals carrying transcriptional fusion reporters
Antibody	anti-GFP (Rabbit polyclonal)	Abcam	Ab290	Dilution: 1:1000; RRID:AB_303395
Commercial assay or kit	Dynabeads Protein G	Invitrogen	1004D	
Commercial assay or kit	Gibson Assembly Cloning Kit	NEB	#5510S	
Commercial assay or kit	QIAquick PCR Purification Kit	QIAGEN	#28104	
Commercial assay or kit	Ampure XP beads	Beckman Coulter Life Sciences	A63881	
Chemical compound, drug	cOmplete ULTRA Protease Inhibitor Cocktail	Roche	#05892970001	
Chemical compound, drug	Auxin (indole-3-acetic acid)	Alfa Aesar	#10196875	
Software, algorithm	ZEN	ZEISS	Version 2.3.69.1000, Blue edition	RRID:SCR_013672
Software, algorithm	Image J	Image J	Version 1.52i	RRID:SCR_003070
Software, algorithm	Adobe Photoshop CS6	Adobe	Version 13.0 × 64	
Software, algorithm	Adobe Illustrator CS6	Adobe	Version 16.0.0 × 64	

### *C. elegans* strain culture

Worms were grown at 20C or 25°C on nematode growth media (NGM) plates supplied with *E. coli* OP50 as food source (Brenner, 1974). A list of all *C. elegans* strains used is provided in Key Resources Table.

### Generation of transgenic animals carrying transcriptional fusion reporters

Reporter gene fusions for *cis*-regulatory analyses and validation of newly identified UNC-3 target genes were made with PCR fusion (Hobert, 2002). Genomic regions were amplified and fused to the coding sequence of *tagrfp* followed by the *unc-54* 3’ UTR. To mutate the LIN-39 binding motif, the reporter fusion was first introduced into the pCR-XL-TOPO vector using the TOPO XL PCR cloning kit (Invitrogen). Then, mutagenesis PCR was performed, and single clones containing plasmids that carry the desired mutation were isolated. PCR fusion DNA fragments were injected into young adult *pha-1(e2123)* hermaphrodites at 50 ng/µl together with *pha-1* (pBX plasmid) as co-injection marker (50 ng/µl).

### Chromatin immunoprecipitation (ChIP)

ChIP assay was performed as previously described (Yu et al., 2017; Zhong et al., 2010) with the following modifications. Synchronized L1 *unc-3 (ot839 [unc-3::gfp])* worms and N2 worms were cultured on 10 cm plates seeded with OP50 at 20°C overnight. Late L2 worms were cross-linked and resuspended in FA buffer supplemented with protease inhibitors (150 mM NaCl, 10 μl 0.1 M PMSF, 100 μl 10% SDS, 500 μl 20% N-Lauroyl sarsosine sodium, 2 tablets of cOmplete ULTRA Protease Inhibitor Cocktail [Roche Cat.# 05892970001] in 10 ml FA buffer). For each IP experiment, 200 μl worm pellet was collected. The sample was then sonicated using a Covaris S220 at the following settings: 200 W Peak Incident Power, 20% Duty Factor, 200 Cycles per Burst for 1 min. Samples were transferred to centrifuge tubes and spun at the highest speed for 15 min. The supernatant was transferred to a new tube, and 5% of the material was saved as input and stored at −20°C. The remainder was incubated with 2 μl GFP antibody (Abcam Cat.# ab290) at 4°C overnight. Wild-type (N2) worms do not carry the GFP tag and serve as negative control. The *unc-3 (ot839 [unc-3::gfp])* CRIPSR generated allele was used in order to immunoprecipitate the endogenous UNC-3 protein. On the next day, 20 μl Dynabeads Protein G (1004D) was added to the immunocomplex, which was then incubated for 2 hr at 4°C. The beads then were washed at 4°C twice with 150 mM NaCl FA buffer (5 min each), and once with 1M NaCl FA buffer (5 min). The beads were transferred to a new centrifuge tube and washed twice with 500 mM NaCl FA buffer (10 min each), once with TEL buffer (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.0) for 10 min, and twice with TE buffer (5 min each). The immunocomplex was then eluted in 200 μl elution buffer (1% SDS in TE with 250 mM NaCl) by incubating at 65°C for 20 min. The saved input samples were thawed and treated with the ChIP samples as follows. One (1) μl of 20 mg/ml proteinase K was added to each sample and the samples were incubated at 55°C for 2 hr then 65°C overnight (12–20 hr) to reverse cross-link. The immonuprecipitated DNA was purified with Ampure XP beads (A63881) according to manufacturer’s instructions.

### ChIP-sequencing data analysis

Unique reads were mapped to the *C. elegans* genome (ce10) with bowtie2 (Langmead and Salzberg, 2012). Peak calling was then performed with MACS2 (minimum q-value cutoff for peak detection: 0.005). For visualization purposes, the sequencing depth was normalized to 1x genome coverage using bamCoverage provided by deepTools (Ramírez et al., 2016), and peak signals were shown in IGV. Heatmap of peak coverage in regard to UNC-3 enrichment center was generated with NGSplot (Shen et al., 2014). The average profile of peaks binding to TSS region was generated with ChIPseeker (Yu et al., 2015). To study the distribution of peaks genome-wide, the peaks were annotated using annotatePeaks.pl provided by Homer (Heinz et al., 2010), and each peak was assigned to a gene with the nearest TSS. For de novo motif discovery, sequences containing 100 bp around the centers of each peak (from −50 bp to +50 bp) were extracted and supplied to findMotifsGenome.pl provided by Homer.

### Protein class ontology analysis using PANTHER

Protein class ontology analysis was performed on 1,478 UNC-3-bound genes out of the 3502 protein-coding genes. The number of genes is significantly lower than the number of peaks because PANTHER analysis only considers genes with known protein class terms.

### Targeted genome editing

The *cfi-1* endogenous reporter strain *kas16 [mNG::AID::cfi-1]* was generated by employing CRISPR/Cas9 genome editing, inserting the *mNG::3xFLAG::AID* cassette immediately after the ATG of *cfi-1*. The *cfi-1* enhancer knock-out allele *mNG::AID::cfi-1^Δenhancer (769 bp)^* was generated by using two guide RNAs flanking the *cfi-1* enhancer to guide excision of the genomic region, which was then followed by homology dependent repair (HDR) to create a 769 bp deletion (−11,329 bp to −12,097 bp). The UNC-3 binding motif mutation allele *mNG::AID::cfi-1^8 COE motifs mut^* was generated by creating nucleotide substitutions in the repair template, which carries homology arms complementary to the *cfi-1* enhancer region and is then introduced into the genome through HDR.

### Microscopy

Imaging slides were prepared by anesthetizing worms with sodium azide (NaN_3_, 100 mM) and mounting them on a 4% agarose pad on glass slides. Images were taken with an automated fluorescence microscope (Zeiss, Axio Imager Z2). Images containing several Z-stacks (0.50 µm intervals between stacks) were taken with Zeiss Axiocam 503 mono using the ZEN software (Version 2.3.69.1000, Blue edition). Representative images are shown following max-projection of 2–5 µm Z-stacks using the maximum intensity projection type. Image reconstruction was performed with Image J (Schindelin et al., 2012).

### MN subtype identification

The identification of specific MN subtypes expressing a given UNC-3 target gene was assessed based on the following: (a) co-localization with fluorescent reporters that label specific MN subtypes; (b) Invariant position of neuronal cell bodies along the ventral nerve cord; (c) Birth order of specific MN subtypes (e.g. during embryogenesis or post-embryogenesis); (d) Total cell numbers in each MN subtype.

### Bioinformatic prediction of binding motifs

Information of the LIN-39 binding motif is curated in the Catalog of Inferred Sequence Binding Preferences database (http://cisbp.ccbr.utoronto.ca). To predict and identify LIN-39 binding motifs and UNC-3 binding motifs (identified in this paper) in the *cfi-1* enhancer (−11,391 bp to −12,146 bp), we utilized tools provided by MEME (Multiple Expectation maximization for Motif Elicitation) bioinformatics suite (http://meme-suite.org/), and performed Find Individual Motif Occurrences (FIMO) motif scanning analysis.

### Temporally controlled protein degradation

Temporally controlled protein degradation was achieved with the AID system (Zhang et al., 2015). TIR1 expression was driven by the ubiquitously active *eft-3* promoter in the transgene *ieSi57 [eft-3prom::tir1],* or a transgene that drives TIR1 selectively in neurons (*otTi28*). To induce degradation of proteins (LIN-39, CFI-1, UNC-3), the following alleles were used: *lin-39 (kas9 [lin-39::mNG::AID]), cfi-1 (kas16 [mNG::AID::cfi-1]),* and *unc-3 (ot837 [unc-3::mNG::AID]).* Worms at specific developmental stages (see figure legends for details) were grown at 20°C on NGM plates coated with 4 nM auxin (indole-3-acetic acid [IAA] dissolved in ethanol) or ethanol (negative control) for 1 day or 4 days before tested (see figure legends for more details). All plates were shielded from light.

### Worm tracking

Worms were maintained as mixed stage populations by chunking on NGM plates with *E. coli* OP50 as the food source. Worms were bleached and the eggs were allowed to hatch in M9 buffer to arrest as L1 larvae. L1 larvae were refed on OP50 and allowed to grow to day 2 of adulthood. On the day of tracking, five worms were picked from the incubated plates to each of the imaging plates (see below) and allowed to habituate for 30 min before recording for 15 min. Imaging plates are 35 mm plates with 3.5 mL of low-peptone (0.013% Difco Bacto) NGM agar (2% Bio/Agar, BioGene) to limit bacteria growth. Plates are stored at 4°C for at least two days before use. Imaging plates are seeded with 50 μl of a 1:10 dilution of OP50 in M9 the day before tracking and left to dry overnight with the lid on at room temperature.

### Behavioral feature extraction and analysis

All videos were analyzed using Tierpsy Tracker to extract each worm’s position and posture over time (Javer et al., 2018a). These postural data were then converted into a set of behavioral features selected from a large set of features as previously described (Javer et al., 2018b). For each strain comparison, we performed unpaired two-sample t-tests independently for each feature. The false discovery rate was controlled at 5% across all strain and feature comparisons using the Benjamini Yekutieli procedure (Benjamini and Yekutieli, 2001).

### Statistical analysis

For data quantification, graphs show values expressed as mean ± standard error mean (SEM) of animals. The statistical analyses were performed using the unpaired t-test (two-tailed). Calculations were performed using the GraphPad QuickCalcs online software (http://www.graphpad.com/quickcalcs/). Differences with p<0.05 were considered significant.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE143165. Moreover, all data generated or analysed during this study are included in the manuscript and supporting files. The following dataset was generated: LiYKratsiosP2020ChIP-Sequencing data for the transcription factor UNC-3/EbfNCBI Gene Expression OmnibusGSE143165

# Supplementary material for: Establishment and maintenance of motor neuron identity via temporal modularity in terminal selector function
**Source:** eLife. 2020 Oct 1;9:e59464. doi: 10.7554/eLife.59464
**Supplement:** Supplementary file 1.

**Supplementary file 1: Analysis of UNC-3 targets for direct UNC-3 binding.**

How the deposited data were processed for this re-analysis (not part of the article)

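UNC-3 binding was measured by ChIP-Seq in whole L2 worms that carried GFP at the endogenous unc-3 locus, in 1 ChIP library with 1 input library as its background. The authors mapped unique reads to ce10 with bowtie2 and called peaks with MACS2, with a q-value cutoff given as 0.05 in the results and as 0.005 in the methods; versions and other settings are not given in the sources used here. They deposited, for each peak, an interval, a summit, the fold enrichment over the background at the summit, and the p-value and q-value on the −log10 scale. The score the authors deposited beside these is the −log10 q-value multiplied and rounded, and was not used here. Peaks were called on this single library, so replicates could not be compared, no test between samples was run, and no p-value was computed. Intervals on shares are 95% Wilson intervals and cover counting error only.

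From the deposited list the number of peaks, their width, fold enrichment, q-value, summit and spacing were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. No filter was applied beyond that of the authors. Pileup and background at each summit were recovered from the fold enrichment and the p-value of the authors' peak caller, taking the caller's pseudocount as 1. The solution was accepted within 0.001 of the −log10 p-value, and the next whole-number pileup missed it by a median of 0.458. In 6892 simulated peaks with known pileups, 100% of the pileups were recovered, and 0% of simulated half-whole pileups were accepted. A background within 0.5% of 5.012 fragments was counted as the genome-wide average. For spacing, the same intervals were placed at random on each chromosome, without overlap and up to the end of its last peak, 1000 times. Distances are between the edges of neighbouring peaks.

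The depth of the libraries is not given by a peak list, and what can be read from it is the pileup at each summit. At the genome-wide average background the lowest listed pileup was 14 fragments. PCR duplicates cannot be told from independent fragments here.

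The gene table used here is of the WBcel235 assembly and gives no strand, while the peaks are on ce10, and no genome sequence was used. Distances to transcription start sites, introns, motifs, the assignment of peaks to genes, and peaks at the reporter elements of Table 1 were therefore not analysed here, apart from the cfi-1 reporters, which were compared with the upstream peak in the numbering of Fig. 4A, and coordinates were not converted. The gene table served for gene names, for whether a gene is protein-coding or not, and for the order of genes along a chromosome. Of the 576 transcripts of Supplementary file 3, 548 were matched in it by name. The rule for naming genes, set before the data were examined, covered the genes for which the study shows UNC-3 ChIP-Seq data and the genes nearest to the 5 peaks of highest fold enrichment; the second part could not be applied, and the values in the tables of the study had been read before the rule was written. The upstream peak of cfi-1 was looked for by its length on chromosome I, and the candidates it gave were narrowed by the track in Fig. 4A. Supplementary file 2 was held only in part and was not used here.

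Stricter q-value thresholds of 1e-5 and 1e-10 and counting by lines were fixed as alternatives before the data were examined. A threshold of 0.005, other distances for spacing, other tolerances for the background and a tolerance of 1 bp on the length of the cfi-1 peak were added later.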

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

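The tests in this part were chosen after the results were seen. The design holds a single condition, so no biological explanation was tested.

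A peak covered the mitochondrial sequence from position 1 to 13241, with a fold enrichment of 2.90 and a −log10 q-value of 15.7. The paper does not discuss this peak, and it is counted among the 6892. The expected background at its summit was 29.0 fragments, 5.79 times the genome-wide 5.01, and the pileup was 86. The interval was 13241 bp wide, against 11429 bp for the widest nuclear interval and a median of 524 bp over the list. More mitochondrial DNA in the ChIP library than in the input along the whole molecule would give such a width, but the width is itself part of what drew attention to the peak, so it does not decide between such an excess and other explanations, which stay open.

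All 6 nuclear chromosomes had a peak that began at the first base, and so did the mitochondrial genome. The paper does not report these peaks. The nuclear ones were between 321 and 599 bp wide, with fold enrichments from 3.00 on chromosome V to 8.45 on chromosome I. Chromosome lengths were not used here, so whether peaks also ran to the last base was not analysed. Random placement is argued against: when the peaks of each chromosome were rotated by a random distance 1000 times, 0 rotations covered the first base of 6 chromosomes, and the most covered was 3. A low background estimate at the edge of the sequence is not decided by the list. At 4 of the 6 starts the background was above the genome-wide 5.01 fragments. It was 5.86 on chromosome I, 6.63 on X, 12.3 on V and 18.5 on II. On chromosomes III and IV it was at 5.01, the lowest value in the list, shared by 49.7% of the peaks. No background in the list was below 5.01, so a value above it can still be too low for its place. The explanation stays open at all 6 starts. The pileups at the 6 summits were from 23 to 72 fragments, but any listed peak has a pileup of at least 14, so they decide nothing. Multi-copy sequence at the chromosome starts also stays open. It predicts a raised background from the input. At 2 of the 6 starts, on chromosomes II (18.5 fragments) and V (12.3 fragments), the background was above 7.11, the 95th percentile of all peaks, as multi-copy sequence would give. At the other starts it was not: it was 5.86 fragments on chromosome I and 6.63 on chromosome X, where the fold enrichments were the highest (8.45 and 6.29), and at the genome-wide value on chromosomes III and IV.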

How the results depend on the processing

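No paired analysis was possible because 1 ChIP library was compared with 1 input library and no result comes from a test between samples. Stricter q-value thresholds for the number of peaks and counting by lines were set before the data were examined, and the other alternatives in this part were added later.

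The number of peaks stayed within 1.5 times 6892 under every alternative run for it: 6379 at q-values at or below 1e-5, 5017 at 1e-10, 6879 at 0.005, and 6892 counting each line. The number of intervals of the length of the cfi-1 peak on chromosome I was 4, and 5 when the length was allowed to differ by 1 bp; with no other peak within 1 kb it was 2 in both cases.

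Of the other values, the share of peaks on chromosome X (between 20.6 and 20.9%) and the share of autosomal peaks in the middle of 3 equal parts (between 43.7 and 44.2%) stayed within their 95% binomial intervals at the 3 q-value thresholds. Stricter thresholds raised the median fold enrichment from 6.75 to 7.32 at 1e-5 and 9.15 at 1e-10, and the median width from 524 to 540 and 591 bp, as follows from removing the weaker peaks. The share of peaks with another within 1 kb fell from 31.8% to 29.5% at 1e-5 and 26.2% at 1e-10, as a thinner list must give; relative to the mean of random placements of the same peaks it was 2.31, 2.31 and 2.58 times as high. It was 16.1% within 500 bp and 48.7% within 2 kb. The share of peaks at the genome-wide background fell from 49.7% to 48.4% at 1e-10 and rose to 53.2% when the background could deviate by 2%. The number of nuclear chromosomes with a peak at the first base fell from 6 to 3 at 1e-10. Over all results 30 alternative values were computed, of which 11 moved beyond those limits.

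The other 46 alternatives set before the data were examined concern distances to transcription start sites, introns, motifs and the assignment of peaks to genes, including known direct targets, unc-3-dependent genes, motor neuron-enriched genes, transcription factor reporter elements and motifs in the cfi-1 peak. They were not run, because neither a gene annotation with strand nor a sequence of ce10 was used here. The effect of depth was not tested, since a peak list does not allow it to be varied. At the genome-wide background of 5.01 fragments the lowest listed pileup was 14, which reflects the cutoff of the peak caller as well as the depth, and 334 of the peaks were enriched less than 3-fold.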

Differences from the paper's values

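The paper gives 0.005 as its q-value cutoff in the methods, while the largest q-value in the deposited list was 0.0125. Of the alternatives set before the data were examined, the thresholds of 1e-5 and 1e-10 bring the largest q-value below the paper's 0.005, by their construction, to 9.49e-06 and 9.65e-11, and counting each line does not. The threshold of 0.005 itself, chosen after seeing the values, keeps 6879 peaks and drops 13 of those the paper counts. The list lies within the cutoff of 0.05 that the paper gives in its results.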

Other observations

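The tests of the q-value cutoff and of chromosome ends were chosen after the result was seen; the tests of weak peaks and of non-coding neighbours were written before their results. The design holds a single condition, so no biological explanation was tested.

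The q-values do not follow a single stated cutoff exactly. A cutoff of 0.05 is argued against as the limit of the deposited list: 13 peaks had a q-value from 0.005 to 0.05, against 105 from 0.0005 to 0.005, and none was above 0.0125. Of the 13, 10 had the same pileup of 14 fragments at the genome-wide background and a q-value of 0.00601. The next pileup, 15, gives 0.00195 there, so 0.005 falls between both steps. A cutoff of 0.005 would not by itself admit these 13, and what admitted them was not tested.

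Peaks lay closer together than randomly placed ones, with 31.8% within 1 kb of another against at most 16.0% in 1000 random placements. One hypothesis was that weak peaks are shoulders of a strong neighbour. It predicts that the 25% of peaks with the lowest fold enrichment lie within 1 kb of one of the 25% with the highest more often than when fold enrichments are permuted among the peaks of a chromosome. The share was 8.59%, against a mean of 8.78% and a range of 6.73 to 10.8% in 1000 permutations. This argues against shoulders among the lowest 25% beside peaks of the highest 25% as the cause of the clustering. Shoulders of other strengths, or beside peaks of middle strength, were not tested. The spacing of genes and promoters on ce10 was not analysed here and stays open.

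Peaks on the autosomes were concentrated in the middle of 3 equal parts (44.2%), whereas those on chromosome X were not (33.3%). The widest nuclear interval ran over 11429 bp near the end of chromosome I, from 15060099 to 15071527, with a fold enrichment of 14.8 and an expected background of 32.8 fragments. In the gene order of the WBcel235 table, the last genes of chromosome I include the ribosomal RNA genes rrn-1.1, rrn-2.1, rrn-3.1 and rrn-1.2; they were named here after the interval was seen, and whether the interval lies over them on ce10 was not analysed here.

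If the candidate at 10011319 to 10012074 is the cfi-1 peak, with cfi-1 to its left as in Fig. 4A, the list holds another peak 8375 bp from it on the side of the gene, at 5.32-fold and a pileup of 31 fragments. This candidate was favoured because it had such a left neighbour, so the presence of that peak follows from the choice and is not evidence against the paper's description. The paper describes a sole peak at this locus, while the track in Fig. 4A shows a low rise between cfi-1 and the high peak. Whether that rise is the neighbouring peak of the list was not tested. The other candidate has no listed peak there to match the rise.

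Supplementary files 1 and 3 both give calls of UNC-3 binding, which are the paper's. Of the 24 genes in both, 21 were called alike and 3 differently: acr-2, F55C12.4 and twk-13 are bound in Supplementary file 1 and unbound in Supplementary file 3. A hypothesis was that the peaks of such genes were assigned to a non-coding neighbour. Among 538 protein-coding genes of Supplementary file 3 found in the WBcel235 table, 62.2% of those called unbound and 63.0% of those called bound had a non-coding gene next to them in the gene order, a difference of −0.82 percentage points (95% of 10000 random relabellings lay between −8.35 and 8.23). All 3 genes called differently had such a neighbour, as did 17 of the 21 called alike. The hypothesis predicts a higher share among the genes called unbound, and none was found beyond what relabelling gave. Having such a neighbour does not show that a peak was assigned to it. The test therefore does not decide whether such assignment caused unbound calls among the 538 genes, and a small excess is not excluded. For the 3 genes called differently the explanation cannot be told apart from others. The gene order gives no distance to a transcription start site, and 3 genes are too few.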
